# Heat stress reveals bidirectional cross talk between the heat shock response and UPR^ER^ in *C. elegans*

**DOI:** 10.1093/g3journal/jkag141

**Published:** 2026-06-22

**Authors:** Athena Alcala, Toni Castro Torres, Rebecca Aviles Barahona, Phillip A Frankino, Ryo Higuchi-Sanabria, Gilberto Garcia

**Keywords:** heat stress, endoplasmic reticulum unfolded protein response, heat-shock response

## Abstract

Organisms rely on coordinated stress responses to maintain cellular homeostasis. Perhaps the best-known example of multiple stress inputs converging onto a single response is the integrated stress response, which reduces global translation under various stressed conditions to reduce the protein folding burden of the cell. Similarly, most stress responses generally involve coordination of additional protein homeostasis (proteostasis) pathways, including increased expression of chaperones to refold proteins, as well as activation of clearance mechanisms, such as autophagy and the ubiquitin proteasome system. Our study investigates how heat stress can influence coordinated activation of both cytosolic and endoplasmic reticulum (ER) chaperones, exploring bidirectional cross talk between canonical activators of the cytosolic heat-shock response (HSR) and the unfolded protein response of the ER (UPR^ER^). Using robust transcriptional reporters in the *Caenorhabditis elegans* model system, we explore a noncanonical activation of the UPR^ER^ under heat stress by the coordinated effects of XBP-1 and HSF-1. We further investigate inter-tissue communications of stress whereby neuronal or glial activation of the UPR^ER^ can result in heterotypic enhancement of the HSR in peripheral cells and can increase thermotolerance. This work highlights the complex convergence of cellular stress responses, a phenomenon that may reflect a general strategy wherein localized stress can activate numerous proteostasis pathways to prevent whole-cell and whole-organism damage.

## Introduction

Organisms are constantly exposed to stress, which can have detrimental effects on health and physiology. As such, several regulatory stress responses function to promote and maintain cellular homeostasis, tailored for each specific organelle. For example, the unfolded protein response of the endoplasmic reticulum (UPR^ER^) is activated under endoplasmic reticulum (ER) stress by unconventional splicing of *xbp-1* mRNA by the ER-resident transmembrane protein, IRE-1. This results in translation of functional XBP-1s to activate transcription of genes essential for ER function (Walter and Ron 2011; Frakes and Dillin 2017). In addition to this most well-studied IRE-1/XBP-1 arm, 2 additional branches of UPR^ER^ are mediated by protein kinase R-like endoplasmic reticulum kinase (PERK, or PEK-1 in *Caenorhabditis elegans*) and activating transcription factor 6 (ATF-6). Similar to IRE-1, PEK-1, and ATF-6 are ER-resident transmembrane proteins containing a luminal domain that can bind unfolded proteins in the ER (Schröder and Kaufman 2005). Under ER stress, PEK-1 activation results in phosphorylation of eukaryotic initiation factor (EIF-2A) to reduce global translation and reduce the protein folding burden of the ER (Ma and Hendershot 2003; B’chir et al. 2013; Han et al. 2013). ATF-6 activation involves cleavage of the cytoplasmic domain and translocation into the Golgi for further processing (Haze et al. 1999; Ye et al. 2000).

A similar machinery, the heat-shock response (HSR), exists for the cytosol, which is regulated by heat-shock factor 1, HSF-1. Under normal, nonstressed conditions, HSF-1 is maintained in an inactive form by direct binding with HSP-70 and HSP-90, which act as negative regulators of HSF-1 function (Shi et al. 1998; Anckar and Sistonen 2011; Neef et al. 2014). In response to stress, these molecular chaperones are titrated away from HSF-1, allowing for a series of posttranslational modifications that promote trimerization and nuclear translocation of HSF-1, allowing for transcriptional activation of HSR targets (Anckar and Sistonen 2011; Dai 2018).

Much of the foundational research in stress biology has understandably used a reductionist approach studying individual stress response pathways within specific organelles, enabling careful dissection of their molecular mechanisms. However, growing evidence suggests that stress responses often have pleiotropic effects, influencing multiple organelles and systems, highlighting the need to also consider inter-organelle communication and systemic coordination of stress. For example, low levels of mitochondrial stress can increase functional capacity of the HSR, delaying age-associated loss of HSR function to promote stress resilience and longevity (Labbadia et al. 2017). In addition, knockdown of the *hsp-6*, which encodes a mitochondrial chaperone, resulted in activation of the cytosolic HSR through a complex signaling cascade involving fatty acid remodeling (Kim et al. 2016). Finally, HSF-1 impacts mtDNA gene expression by elevating histone H4 levels and altering mtDNA chromatin state, which can activate the unfolded protein response of the mitochondria (UPR^MT^) to promote longevity (Sural et al. 2020).

Similar overlapping functions of the UPR^ER^ and HSR have also been observed. One study found 9 stress-responsive genes overlapping under ER stress and heat stress conditions (Liu and Chang 2008), including the ER chaperone, HSP-4/BiP (Kohno et al. 1993), and the COPII cargo receptor, Erv29 (Caldwell et al. 2001). In addition, activating the HSR through a constitutively active form of HSF-1 has been shown to compensate for growth defects in cells lacking a functional UPR^ER^ (Liu and Chang 2008). Heat-shock has also been shown in mammalian cells to activate canonical XBP1 targets (Heldens et al. 2011). These results are not surprising considering the pleiotropic effects of heat stress exposure: exposure to heat would likely result in protein unfolding in all cellular compartments and not just the cytosol, thus likely requiring activation of multiple stress response pathways. However, whether heat-shock can directly activate UPR^ER^ in *C. elegans* and what specific stress response pathways are required for this activation have yet to be studied. One study demonstrated that *C. elegans* electrotaxis behavior is regulated by interconnected cytosolic, mitochondrial, and ER stress response pathways, including the HSR and UPR, further suggesting an overlapping and coordinated nature of these stress responses (Taylor et al. 2021). Therefore, in this study, we directly tested the impact of exposure to heat stress on UPR^ER^ activation and identified a noncanonical HSF-1-dependent, but XBP-1-independent, UPR^ER^ in response to heat. In addition, we found that neural overexpression of *xbp-1s* previously found to promote whole-organism UPR^ER^ activation to extend lifespan (Taylor and Dillin 2013; Frakes et al. 2020) can similarly boost the HSR to promote thermotolerance to a comparable level as neuronal *hsf-1* overexpression (Douglas et al. 2015). Overall, our study adds further evidence to the complex interplay and general overlap between cellular stress signaling networks.

## Materials and methods

### *C. elegans* maintenance

All strains used in this study are derived from N2 wild-type worms and were previously constructed, validated, and published in previous studies. All reporter strains are available on the *Caenorhabditis* Genetics Center (CGC) as referenced in reagents, and transgenic animal strains will be made available upon request. All animals are maintained at 15 °C fed OP50 *Escherichia coli* B strain during maintenance. For experiments, animals are synchronized using a standard bleaching protocol as described previously (Torres et al. 2022). Briefly, worms are collected into a 15 mL conical tube using M9 solution (22 mM KH_2_PO_4_ monobasic, 42.3 mM NaHPO_4_, 85.6 mM NaCl, 1 mM MgSO_4_) and subjected to a bleaching solution (1.8% sodium hypochlorite, 0.375 M NaOH in M9) at a 20:1 bleach:worm volume ratio. Bleach:worm mixture is vigorously shaken until all warm carcasses are dissolved, and intact eggs are washed 4 times using M9 solution by centrifugation at 1,100 × *g* for 1 min. After the final wash, animals were L1 arrested by incubating overnight in 12 mL M9 solution at 20 °C on a rotator for a maximum of 24 h. After bleaching, worms were then plated onto HT115 *E. coli* K strain from L1 until day 1 adulthood where all experiments were performed. *C. elegans* strains available in Supplementary Table 1.

### Plates

Standard Nematode Growth Medium (NGM) plates for maintenance using OP50 contained the following: Bacto-Agar (Difco) 2% w/v, Bacto Peptone 0.25% w/v, NaCl_2_ 0.3% w/v, 1 mM CaCl_2_, 5 µg/mL cholesterol, 0.625 mM KPO_4_ pH 6.0, 1 mM MgSO_4_.

Standard NGM-RNAi plates for experimental conditions using HT115 bacteria contained the following: 2% RNAi plates for experiments contained the following—Bacto-Agar (Difco) 2% w/v, Bacto Peptone 0.25% w/v, NaCl_2_ 0.3% w/v, 1 mM CaCl_2_, 5 µg/mL cholesterol, 0.625 mM KPO_4_ pH 6.0, 1 mM MgSO_4_, 100 µg/mL carbenicillin, 1 mM IPTG.

### *C. elegans* microscopy

All imaging of reporter strains was performed as previously described (Bar-Ziv et al. 2020) at day 1 of adulthood using the synchronization method described above. For all RNAi experiments, animals were exposed to RNAi starting from the L1 stage. Specifically, the heat-shock reporter *hsp-16.2p::GFP* was imaged by performing heat-shock at 34 °C for 2 h in a heated incubator, followed by recovery at 20 °C for 2 h. Control animals were left at 20 °C during the duration of the experiment. For the UPR^ER^  *hsp-4p::GFP* and *hsp-6p::GFP* experiments, animals are heat-shocked at 34 °C for 2 h in a heated incubator, followed by recovery at 20 °C for 4 h.

For tunicamycin experiments, L4 animals are washed off plates and exposed to 25 ng/µL tunicamycin or 0.1% DMSO (control) for 4 h in M9 solution in a rotator at 20 °C. Tunicamycin or DMSO is washed 3× with M9, and animals are recovered on standard HT115 plates overnight (up to 16 h) and imaged at day 1 of adulthood (Bar-Ziv et al. 2020).

All imaging is performed by picking 10+ animals into a 5 μL pool of 100 mM sodium azide on a standard NGM plate without bacteria to induce paralysis. Once the sodium azide droplet dried, paralyzed animals were then lined alongside each other and imaged under a Leica M205FCA automated fluorescent stereomicroscope running LAS X software and equipped with a standard GFP filter, Leica LED3 light source, and Leica K5 camera. For all imaging experiments, 3 biological replicates were performed with 2 technical replicates each, and 1 representative image was chosen for use in figures. For quantification, Fiji (Schindelin et al. 2012) was used to draw a region of interest along each individual worm, and integrated density was measured and normalized to area. Graphing and statistical analysis were performed with GraphPad Prism 10 software using a Mann–Whitney test or Kruskal–Wallis test for multiple comparisons unless otherwise stated.

### Thermotolerance measurements

For thermotolerance experiments, animals were grown on RNAi plates on either empty vector (EV) or RNAi bacteria from the L1 stage. Day 1 adult animals were placed at 34 °C, and animals were scored for viability every 2 to 3 h until all animals were scored (Torres et al. 2022). All assays were performed on >3 biological replicates. Survival curves were plotted using GraphPad Prism 10 software, and statistics were performed using a log-rank test in GraphPad Prism 10.

### RNA-sequencing

RNA collection was performed on ∼800 animals at day 1 of adulthood. Animals were collected into TRIzol solution, and worms were freeze/thawed 3× with liquid nitrogen with a 30 s vortexing step between each freeze thaw cycle. After the final thaw, chloroform was added to a 1:5 chloroform/TRIzol ratio, and aqueous separation was performed using centrifugation in a heavy gel phase-lock tube (VWR, 10847-802). The aqueous phase was mixed 1:1 with isopropanol, and then RNA was extracted as per the manufacturer's directions using a Qiagen RNeasy Mini Kit (74106). Library preparation was performed using a Kapa Biosystems mRNA Hyper Prep Kit as per the manufacturer's protocol, and sequencing was performed at the Vincent J Coates Genomic Sequencing Core at the University of California, Berkeley using an Illumina HS4000 mode SR100. Three biological replicates were used per condition. Low-quality reads and adaptor sequences were trimmed using Trim Galore v0.6.7-1 (Krueger 2025). Reads were aligned to the WBcel235 genome using STAR-2.7.10a (Dobin et al. 2013), and a raw count matrix was generated using featureCounts from Subread v2.0.3 (Liao et al. 2019) and the WBcel235.107.gtf file. Differential gene expression was calculated with DESeq2 (Love et al. 2014), and sva v3.42.0 was used to correct for batch effects and nonbiological sources of variation (Leek et al. 2012). Gene ontology (GO) enrichment analysis was performed using enrichGO from clusterProfiler_4.14.6 (Yu 2024). Overrepresentation analysis of XBP-1 targets (Urano et al. 2002) found in our dataset was performed using compareCluster (fun = “enricher”) from clusterProfiler_4.14.6 (Yu 2024). Overrepresentation analysis of published *rab-3p::xbp-1s* data (Taylor and Dillin 2013) for differentially expressed HSF-1 targets and HSR genes (GO:0009408) was performed using compareCluster (fun = “enricher”) from clusterProfiler_4.14.6 (Yu 2024).

## Results

Previous studies have shown that heat-shock induces the UPR^ER^ in mammalian cells (Heldens et al. 2011). Here, we sought to determine whether heat-shock can also induce UPR^ER^ in vivo by testing the impact of heat-shock on the canonical UPR^ER^ reporter, *hsp-4p::GFP* in *C. elegans*, which is an indicator of *hsp-4*/HSPA5/BiP upregulation (Calfon et al. 2002). Indeed, the *hsp-4* promoter has predicted heat-shock responsive elements (Zha et al. 2019), suggesting potential activation of *hsp-4p::GFP* via HSF-1. We found significant activation of the *hsp-4p::GFP* reporter upon exposure to heat stress (Fig. 1a, b). Interestingly, this activation is dependent on both *hsf-1* and *xbp-1*, unlike UPR^ER^ induction via ER stress. Exposure to tunicamycin, which blocks n-linked glycosylation and induces misfolded protein stress in the ER (Heifetz et al. 1979), is dependent on *xbp-1*, but not on *hsf-1* (Supplementary Fig. 1). Importantly, the induction of heat-induced UPR^ER^ is not dependent on the other branches of the UPR^ER^, as *pek-1* or *atf-6* RNAi had no effect (Fig. 1c, d).

**Fig. 1.**
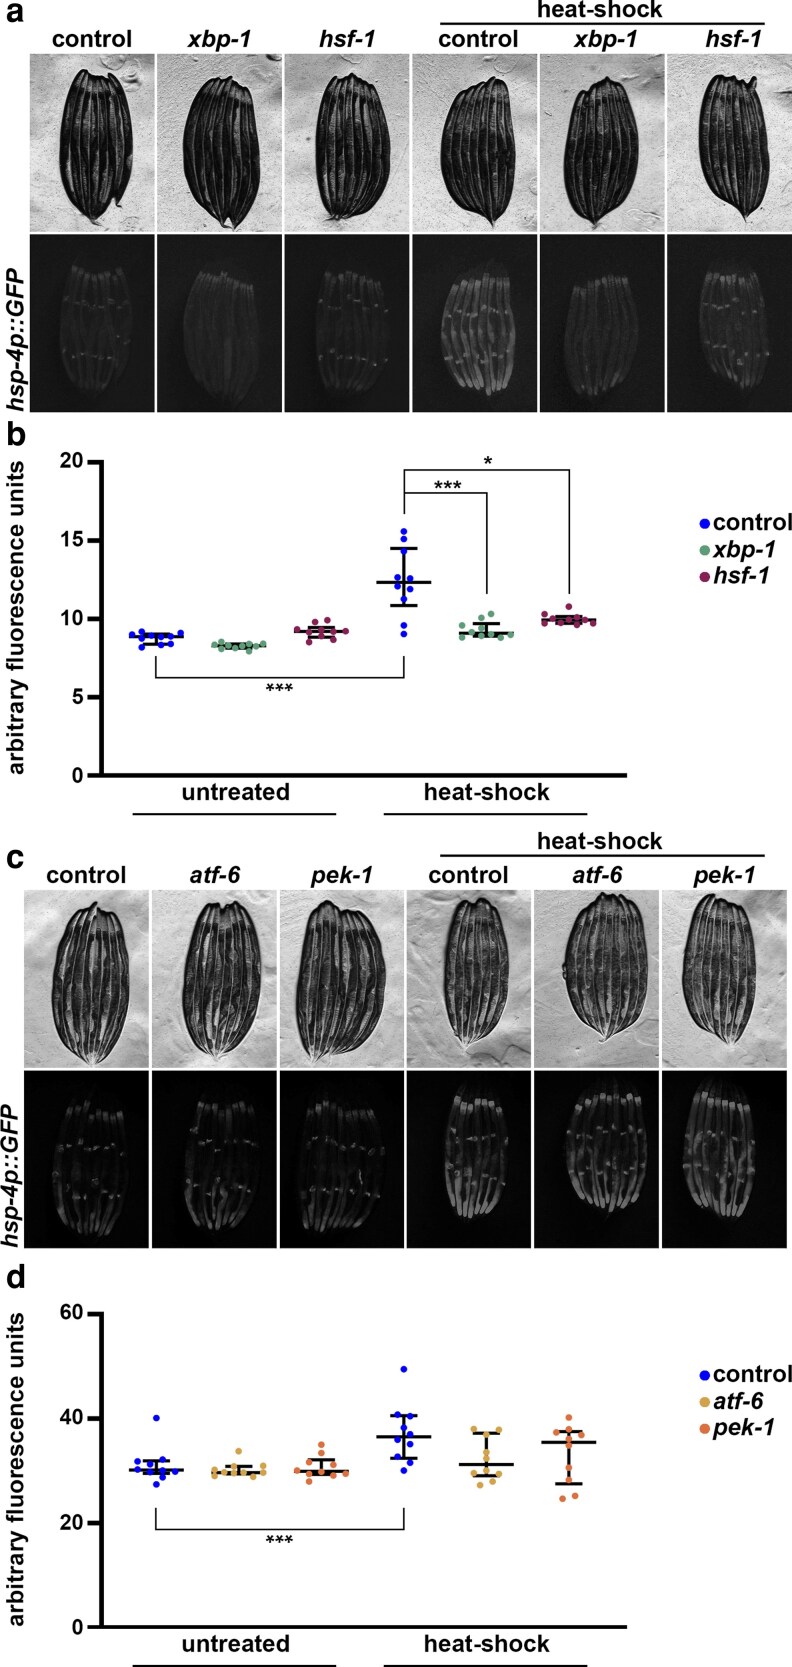
Heat stress induces UPR^ER^ in a *hsf-1* and *xbp-1* dependent manner. a) Representative fluorescent images of day 1 adult animals expressing *hsp-4p::GFP* grown on empty vector (EV, control), *hsf-1*, or *xbp-1* RNAi bacteria from L1. Heat-shock conditions are 2 h at 34 °C followed by a 4 h recovery at 20 °C. Data are representative of 3 independent replicates. b) Quantification of a represented as arbitrary fluorescent units, which are integrated fluorescence intensity measurements using ImageJ. Data are representative of 3 biological replicates where individual dots represent individual animals and lines represent median plus interquartile range. *P < 0.05; ***P < 0.001 using Kruskal–Wallis multiple comparison testing. c) Representative fluorescent images similar to a but grown on EV (control), *xbp-1*, *atf-6*, or *pek-1* RNAi bacteria. d) Quantification of c performed similar to b.

To determine whether the activation of the UPR^ER^ under heat stress was distinct from that activated under ER stress conditions, we simultaneously exposed *hsp-4p::GFP* animals to both heat and ER stress. To apply ER stress, animals were grown on RNAi against *tag-335*, a putative mannose-1-phosphate guanylyltransferase whose knockdown results in robust UPR^ER^ activity (Higuchi-Sanabria et al. 2020b). Interestingly, we found that *tag-335* knockdown and heat-shock did not have additive effects on UPR^ER^ activation, suggesting that a maximal capacity of UPR^ER^ activation is achieved upon *tag-335* knockdown (Supplementary Fig. 2). To further evaluate whether XBP-1 had any influence on heat-induced UPR^ER^, we next tested the impact of *xbp-1s* overexpression on UPR^ER^ activity. Consistent with previous reports, overexpression of *xbp-1s* in neuronal (Taylor and Dillin 2013; Daniele et al. 2020) or glial cells (Frakes et al. 2020) results in robust activation of UPR^ER^ (Fig. 2). Unlike UPR^ER^ activation via *tag-335* RNAi, UPR^ER^ induction via nonautonomous activation from glial or neuronal signals had additive effects with heat-induced UPR^ER^. These data suggest that either heat-induced or XBP-1-induced UPR^ER^ are distinct or that *xbp-1s* overexpression can enhance heat-induced UPR^ER^ activity.

**Fig. 2.**
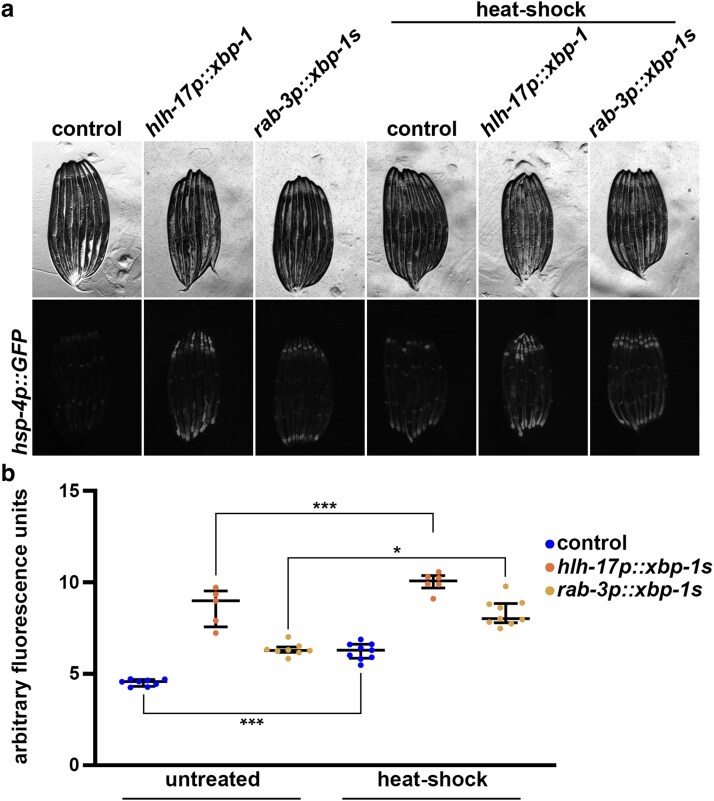
Neuronal or glial *xbp-1s* overexpression enhances heat-induced UPR^ER^. a) Representative fluorescent images of day 1 adult animals expressing *hsp-4p::GFP* alone or in combination with *hlh-17p::xbp-1s* or *rab-3p::xbp-1s* grown on EV (control) bacteria from L1. Heat-shock conditions are 2 h at 34 °C followed by a 4 h recovery at 20 °C. Animals are imaged on day 1 of adulthood. Data are representative of 3 independent replicates. b) Quantification of a represented as arbitrary fluorescent units, which are integrated fluorescence intensity measurements using ImageJ. Data are representative of 3 biological replicates where individual dots represent individual animals and lines represent median plus interquartile range. *P < 0.05; ***P < 0.001 using Kruskal–Wallis multiple comparison testing.

We next sought to determine whether regulators of UPR^ER^ could impact the activity of the HSR. To measure the HSR, we utilized the canonical HSR reporter, *hsp-16.2p::GFP*, which has a very low basal signal and robustly increases GFP expression upon exposure to heat stress (Link et al. 1999). To our surprise, we found that overexpression of *xbp-1s* in neurons or glial cells robustly enhanced the activity of the HSR, although it had no impact on basal *hsp-16.2p::GFP* expression (Fig. 3). Importantly, the increase in HSR induction upon exposure to heat stress is comparable to overexpression of *hsf-1* in neurons. This enhanced HSR by neuronal expression of *xbp-1s* was not affected by knockdown of *ire-1* or *xbp-1* but was completely eliminated upon *hsf-1* knockdown, similar to neuronal *hsf-1* animals, suggesting a sole requirement for *hsf-1* in this enhanced HSR (Supplementary Fig. 3). Finally, to determine whether this increase in HSR had any physiological impact, we next measured whether *xbp-1s* overexpression could improve thermotolerance, a canonical feature of *hsf-1* overexpression (Baird et al. 2014). Indeed, neuronal or glial *xbp-1s* overexpression displayed a significant increase in thermotolerance, again comparable to neuronal *hsf-1* overexpression, similar to its effect on the HSR (Fig. 4), suggesting this increased activation of the HSR is physiologically relevant.

**Fig. 3.**
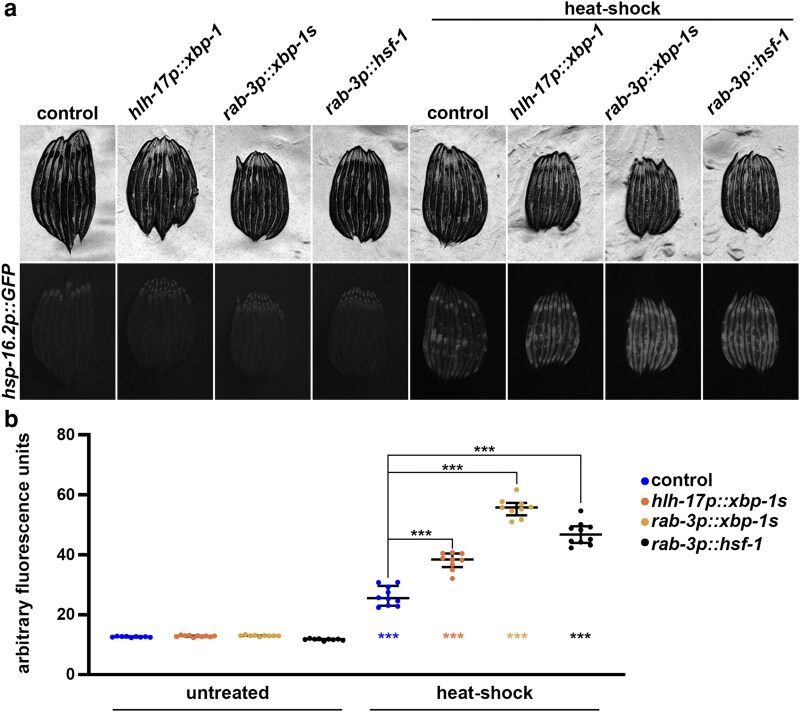
Neuronal and glial *xbp-1s* improves HSR similar to neuronal *hsf-1*. a) Representative fluorescent images of day 1 adult animals expressing *hsp-16.2p::GFP* alone or in combination with *hlh-17p::xbp-1s*, *rab-3p::xbp-1s*, or *rab-3p::hsf-1* grown on EV (control) bacteria from L1. Heat-shock conditions are 2 h at 34 °C followed by a 2 h recovery at 20 °C. Animals are imaged on day 1 of adulthood. Data are representative of 3 independent replicates. b) Quantification of a represented as arbitrary fluorescent units, which are integrated fluorescence intensity measurements using ImageJ. Data are representative of 3 biological replicates where individual dots represent individual animals and lines represent median plus interquartile range. ***P < 0.001 using Kruskal–Wallis multiple comparison testing. Colored *** below each plot indicates the *P*-value comparing heat-shocked animals vs their untreated control counterpart.

**Fig. 4.**
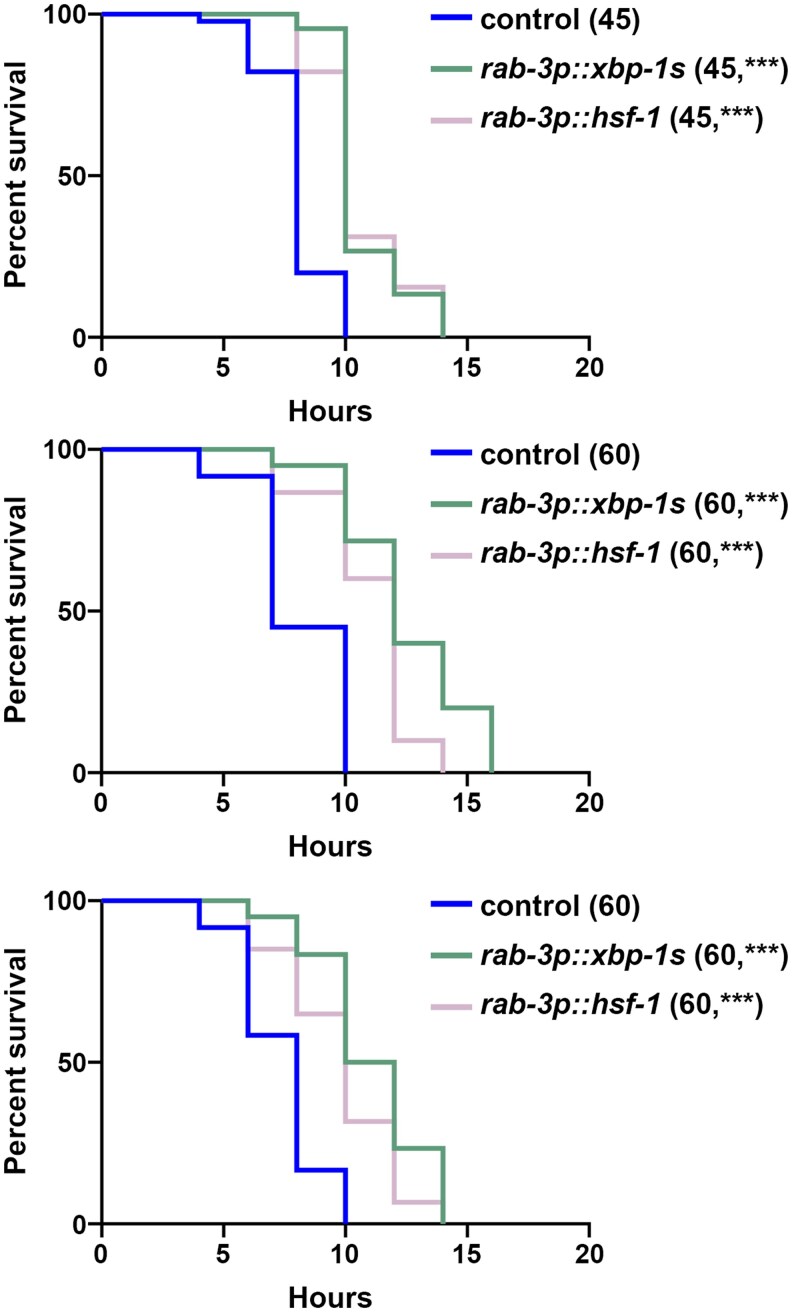
Neuronal *xbp-1s* improves thermotolerance similar to neuronal *hsf-1*. N2 wild-type (control), *rab-3p::xbp-1s*, or *rab-3p::hsf-1* animals grown on EV RNAi bacteria from L1. Animals were moved to 34 °C on day 1 of adulthood, and survival was scored every 2 h. All 3 biological replicates are shown for full transparency as thermotolerance measurements have been shown to display significant variability by several groups (Zevian and Yanowitz 2014; Bar-Ziv et al. 2020; Torres et al. 2022). Sample size is represented in the legend in parentheses, and ***P < 0.0001 vs control using log-rank testing in PRISM 10.

Although the usage of transcriptional reporters allows for robust and rapid characterization of numerous conditions, it suffers from several caveats and limitations. First, GFP expression does not directly correlate with endogenous gene expression, as GFP is generally more stable than most RNA transcripts. In addition, all the transcriptional reporters presented here are overexpression constructs integrated in random gene loci, and thus the regulation of gene expression is likely not identical to the endogenous gene construct. Finally, the overreliance on a single gene reporter to define a complex stress response that involves dozens to hundreds of transcriptional changes can be inherently flawed. Indeed, a recent study (Kim et al. 2025) has shown that the overreliance on the *hsp-6p::GFP* URP^MT^ reporter may have been the direct cause of controversy of linking UPR^MT^ activity to longevity in *C. elegans* (Bennett et al. 2014). Therefore, to more globally understand the heat-induced UPR^ER^, we performed transcriptomic analysis.

Here, we performed RNA-sequencing on wild-type and neuronal *hsf-1* animals, with heat-shock (HS) and without treatment (UT). 

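The data came from 24 RNA-sequencing libraries, with 3 biological replicates of untreated and 3 of heat-shocked animals for each of 4 genotypes, N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*. Each sample held about 800 animals at day 1 of adulthood, and the deposited labels give the heat-shock as 34 °C for 2 h followed by 1 h of recovery at 20 °C. The authors deposited raw counts, the number of reads they counted on each of 46934 genes of the WBcel235 genome, without normalization. The paper's text names featureCounts for the counting, but neither the strand setting nor the handling of reads that map to several genes. Here, the 15256 genes with at least 10 counts in at least 3 libraries were tested. Library sizes were scaled with the TMM method of edgeR, and a single model with a mean for each of the 8 conditions was fitted to all 24 libraries. Differences were tested with the quasi-likelihood F-test of edgeR with Benjamini-Hochberg adjustment, and DEGs are the genes with an adjusted P-value under 0.01. No surrogate variables entered this model, since the paper's text names the sva package but neither its function nor the number of variables. Levels are counts scaled by library size (CPM), given as mean ± SD over the replicates, and each log2(fold-change) is given with its standard error (SE). The biological coefficient of variation over the libraries was 42.2%. *hsf-1* (WBGene00002004) lies on chromosome I from 11953507 to 11963085, and the counts do not separate its transgenic from its endogenous transcripts. In untreated animals it was at 137 ± 13.3 CPM in N2, 148 ± 4.67 CPM in *hsf-1FL*, 153 ± 16.3 CPM in *hsf-1CTD* and 74.7 ± 26.8 CPM in *hsf-1(sy441)* (SD, n = 3 each). Against untreated N2, its log2(fold-change) was 0.12 in *hsf-1FL* and 0.16 in *hsf-1CTD* (SE 0.21 and adjusted P-value 1.0 for both), within the spread of the replicates. It fell by 0.87 on the log2 scale in *hsf-1(sy441)* (SE 0.21, adjusted P-value 0.027), short of the threshold. With the Wald test of DESeq2 in place of edgeR, *hsf-1* fell by 0.83 on the log2 scale in *hsf-1(sy441)* and passed the threshold (adjusted P-value 0.0037).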

For neuronal *hsf-1*, we compared overexpression of full-length *hsf-1* (labeled FL for the transcriptomics section to avoid confusion) and a C-terminal deletion (CTD) of *hsf-1*, which has been shown to maintain its ability to activate targets of the actin cytoskeleton while losing its capacity to induce the HSR (Baird et al. 2014). We also performed RNA-sequencing on the *hsf-1(sy441)* mutant, which carries the same CTD, which allows interrogation of HSF-1 activity in the absence of canonical HSR activation. All libraries displayed similar Phred scores >35, suggesting there was no systemic bias favoring any single condition and high quality of our libraries (Supplementary Fig. 4a). Sequencing results mapped sufficient and consistent unique reads across all samples (Supplementary Fig. 4b). 

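The deposited counts summed to between 11215696 and 19794446 reads on genes per library, with a median of 14946351.5. In untreated animals, the median over the 3 replicates was 14619312 reads in N2, 15008530 in *hsf-1FL*, 16431689 in *hsf-1CTD* and 16064747 in *hsf-1(sy441)*. After heat-shock, the median was 17755423 reads in N2, 13598561 in *hsf-1FL*, 11998767 in *hsf-1CTD* and 14471472 in *hsf-1(sy441)*. The lowest total was that of a heat-shocked *hsf-1FL* library and the highest that of an untreated *hsf-1CTD* library. At least 1 count in any library was found for 27227 genes. A gene at 3 counts, taken here as the smallest level the depth can show, was at 0.203 CPM in untreated N2 and at 0.178 CPM in heat-shocked N2. Reads from libraries without molecular identifiers are not independent molecules, so such floors cover counting error only.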

Each biological replicate shared similar expression profiles as indicated by similar Spearman correlation (Supplementary Fig. 4c) and close clustering using principal component analysis (Supplementary Fig. 4d). 

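Over the genes tested, Spearman's rho between the log2 CPM of 2 libraries had a median of 0.965 for the 24 pairs of replicates of the same condition, with a range from 0.863 to 0.985. The median was 0.955 for the 108 pairs of libraries of different genotypes with the same treatment and 0.942 for the 144 pairs of libraries with different treatments. These coefficients are across genes, which are not independent replicates, and the ranges of the 3 groups of pairs overlap. Of the conditions, untreated *hsf-1CTD* had the highest median between its replicates, at 0.980. Heat-shocked *hsf-1(sy441)* had the lowest, at 0.902, and untreated *hsf-1(sy441)* followed at 0.947. Pairs of an untreated and a heat-shocked library of the same genotype had a median of 0.954 over all genotypes, and those of *hsf-1(sy441)* had one of 0.925. The alternative that moved the median within conditions most took all genes with at least 1 count and gave 0.944.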

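Principal components were computed on the log2 CPM of the 500 genes that varied most over the 24 libraries. PC1 held 62.9% of the variance and PC2 held 18.2%. Of the variance along PC1, 62.1% lay between genotypes and 0.0429% between untreated and heat-shocked libraries. Along PC2, 98.0% lay between untreated and heat-shocked libraries. For PC1 and PC2 weighted by their variance, the share between treatments was 22.0%, and it was 31.7% when all genes tested were used. Along PC1, the 3 untreated *hsf-1(sy441)* libraries reached from -7.87 to 88.6 and the 3 heat-shocked ones from -13.0 to 95.4, while the untreated N2 libraries reached from -41.0 to -27.6. PC1 went with the mean log2 CPM of the 50 sperm genes (msp-, nspd-, ssp- and spch-). In heat-shocked *hsf-1(sy441)*, that mean was -0.77 in the library at -13.0 and 4.80 in the one at 95.4. In untreated *hsf-1FL*, it was 0.17 in the library at 0.87 and 3.06 in the one at 58.3. The share of PC1 between genotypes is thus not separated from variation in sperm genes.

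**Figure D1:**
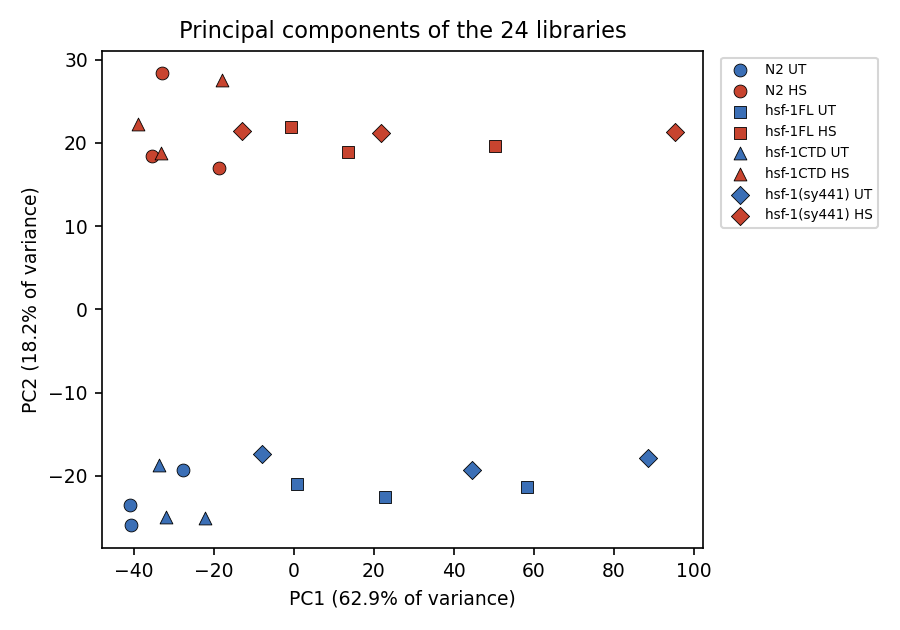
Scores of the 24 libraries on PC1 (62.9% of variance) and PC2 (18.2% of variance), with untreated libraries in blue, heat-shocked libraries in red and a marker shape for each genotype. Untreated libraries lie below 0 on PC2 and heat-shocked libraries above 0, and the *hsf-1(sy441)* libraries spread along PC1.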

As expected, the untreated groups clustered closely together, as did the heat-shocked conditions. Overall, the differential gene expression distribution of all animals looked similar; however, the *hsf-1(sy441)* mutant animals had the largest amount of uniquely differentially expressed genes (DEGs) (Supplementary Fig. 5), suggesting that the HSR signature of *hsf-1(sy441)* animals may be distinct from a canonical HSR.

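Between heat-shocked and untreated animals, N2 had 102 DEGs (82 upregulated and 20 downregulated), *hsf-1FL* had 125 (76 and 49), *hsf-1CTD* had 147 (93 and 54) and *hsf-1(sy441)* had 263 (185 and 78). At an unadjusted p under 0.05, the numbers were 1860, 2242, 2528 and 2953 genes, in the same order of genotypes. A DEG was counted as unique when it was called in a single genotype, which gave 10 unique DEGs in N2, 20 in *hsf-1FL*, 25 in *hsf-1CTD* and 170 in *hsf-1(sy441)*. Being called in a single genotype does not show a different response, so the difference in heat response from N2 was also tested for each gene. No gene passed the threshold in this interaction test for *hsf-1FL*, *hsf-1CTD* or *hsf-1(sy441)*, against 91, 89 and 498 genes at an unadjusted p under 0.05. Of the 82 genes upregulated in N2, 82 rose with heat-shock in *hsf-1FL*, 82 in *hsf-1CTD* and 80 in *hsf-1(sy441)*. Libraries with the same replicate number varied together within a genotype, with a mean correlation of their deviations of 0.408 between the untreated and the heat-shocked library. The value for different numbers, -0.198, adds no separate evidence, since the deviations of the 3 replicates sum to 0. With the replicate number as an additive block in the edgeR model, the DEGs numbered 139 in N2, 236 in *hsf-1FL*, 224 in *hsf-1CTD* and 397 in *hsf-1(sy441)*, and 1 gene (WBGene00012618) passed the interaction test for *hsf-1(sy441)*. That block assumes an effect of the replicate number shared by all genotypes. A block within each genotype, added after the data had been seen, gave 318, 533, 592 and 929 DEGs in the same order. The alternative that moved the numbers most was DESeq2 with 3 surrogate variables from svaseq, with 1079 DEGs in N2, 1106 in *hsf-1FL*, 1523 in *hsf-1CTD* and 2111 in *hsf-1(sy441)*, of which 968 were unique to *hsf-1(sy441)*. In the same fit, 21 genes passed that interaction test. When only the 6 libraries of a comparison entered the edgeR fit, 10 DEGs were called in N2, 99 in *hsf-1FL*, 225 in *hsf-1CTD* and 0 in *hsf-1(sy441)*, where 1880 genes had an unadjusted p under 0.05.

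**Figure D2:**
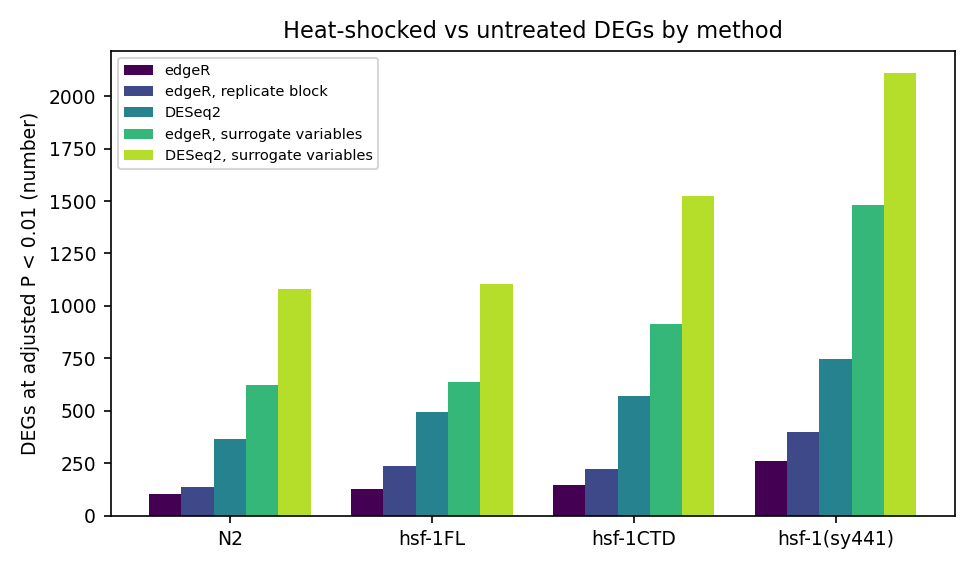
Number of DEGs between heat-shocked and untreated animals at an adjusted P-value under 0.01 (vertical axis) for each genotype (horizontal axis), with a bar for each of 5 methods. In each of these methods *hsf-1(sy441)* has the most DEGs, from 263 with edgeR to 2111 with DESeq2 and surrogate variables.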

Next, we utilized our RNA-seq dataset to validate our stress reporter findings. Consistent with our *hsp-4p::GFP* reporter data, wild-type animals treated with heat-shock resulted in a significant upregulation of *hsp-4* transcripts compared to their untreated controls (Fig. 5a, Supplementary Tables 2 and 3). 

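*hsp-4* (WBGene00002008) lies on chromosome II from 7350112 to 7352645. In N2 it was at 450 ± 111 CPM in untreated and 1177 ± 711 CPM in heat-shocked animals (SD, n = 3 each), a log2(fold-change) of 1.39 (SE 0.39). Its adjusted P-value over all genes tested was 0.073, and over the 6 genes of Fig. 5a alone it was 0.00573. With the replicate block, the log2(fold-change) was 1.29 (adjusted P-value 0.0572), where untreated and heat-shocked N2 libraries of the same number had a mean correlation of deviations of 0.479. DESeq2 called the gene, with a log2(fold-change) of 1.41 and an adjusted P-value of 0.00693 over all genes tested. With surrogate variables it was not called, by edgeR (1.00, adjusted P-value 0.0768) or by DESeq2 (adjusted P-value 0.0192). Leaving out each of the 6 N2 libraries in turn gave values from 0.78 to 1.68. Neuronal *hsf-1FL* animals had 490 ± 8.54 CPM untreated and 1734 ± 748 CPM heat-shocked (SD, n = 3 each), a log2(fold-change) of 1.82 (SE 0.39, adjusted P-value 0.014). Neuronal *hsf-1CTD* animals had 512 ± 22.6 CPM and 1624 ± 714 CPM, a log2(fold-change) of 1.66 (SE 0.39, adjusted P-value 0.023). The block and DESeq2 each brought *hsf-1FL* under the threshold, with adjusted P-values of 0.00824 and 7.49e-05, and for *hsf-1CTD* they gave 0.0154 and 3.20e-04. The heat response differed from that of N2 by 0.44 on the log2 scale in *hsf-1FL* (SE 0.54, adjusted P-value 1.0) and by 0.28 in *hsf-1CTD* (SE 0.54, adjusted P-value 1.0).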

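*xbp-1* (WBGene00006959), on chromosome III from 4193809 to 4195358, was at 146.1 ± 16.40 CPM in untreated and 227 ± 34.2 CPM in heat-shocked N2 (SD, n = 3 each). Its log2(fold-change) in N2 was 0.64 (SE 0.14), with an adjusted P-value of 0.021 over all genes tested and of 0.00139 over the genes of Fig. 5a alone. Counts per gene do not separate spliced from unspliced *xbp-1* transcripts. The replicate block left the value at 0.64 (adjusted P-value 0.0107), while DESeq2 gave 0.67 and called the gene (adjusted P-value 3.84e-04). In *hsf-1FL* the gene went from 170.7 ± 11.09 to 247 ± 47.9 CPM, a log2(fold-change) of 0.53 (SE 0.14, adjusted P-value 0.046), and DESeq2 called it at 0.0045. In *hsf-1CTD* it went from 167 ± 13.2 to 223 ± 18.9 CPM, a log2(fold-change) of 0.42 (SE 0.14, adjusted P-value 0.116), and DESeq2 with surrogate variables called it at 9.24e-04. Of the other genes of Fig. 5a, *ire-1* (WBGene00002147, chromosome II from 8112243 to 8124910) had a log2(fold-change) of 0.11 in N2 (SE 0.15, adjusted P-value 0.904). *crt-1* (WBGene00000802, chromosome V from 6098992 to 6100542) had 0.17 in N2 (adjusted P-value 0.753) and 0.37 in *hsf-1FL* (adjusted P-value 0.179). *Y41C4A.11* (WBGene00012757, chromosome III from 11719860 to 11721077) had 0.69 in N2 (SE 0.59, adjusted P-value 0.786). *T14G8.3* (WBGene00011771, chromosome X from 12861237 to 12870025) had -0.03 in N2 (SE 0.29, adjusted P-value 1.0), a sign that changed between settings.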

Heat-shock also increased transcript levels of *xbp-1*, which provides further evidence that XBP-1-mediated UPR^ER^ is activated under conditions of heat-shock. 

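In *hsf-1(sy441)* animals, *hsp-4* was at 433 ± 4.62 CPM untreated and 1242 ± 333 CPM heat-shocked (SD, n = 3 each), a log2(fold-change) of 1.52 (SE 0.39). Its adjusted P-value was 0.027 over all genes tested and 0.00268 over the genes of Fig. 5a alone. With the replicate block the adjusted P-value was 0.0164, and both DESeq2 (0.00176) and DESeq2 with surrogate variables (3.30e-04) called the gene. *xbp-1* rose from 160 ± 18.9 to 294 ± 28.2 CPM (SD, n = 3 each), a log2(fold-change) of 0.88 (SE 0.14, adjusted P-value 0.0013), and passed the threshold. With the replicate block it was at 0.89 (adjusted P-value 5.33e-04), where the same-numbered libraries of *hsf-1(sy441)* had a mean correlation of deviations of 0.618. The fit of the *hsf-1(sy441)* libraries alone gave 0.84 and no call (adjusted P-value 0.0886). The difference between the heat responses of *hsf-1(sy441)* and N2 was 0.13 on the log2 scale for *hsp-4* (SE 0.54, adjusted P-value 1.0) and 0.24 for *xbp-1* (SE 0.20, adjusted P-value 1.0). Over the genes of Fig. 5a alone, the adjusted P-values of these differences were 0.808 and 0.537. The difference for *hsp-4* ranged from -0.16 to 0.74 when single libraries were left out, so its sign was not fixed by the data, while that for *xbp-1* stayed between 0.14 and 0.36. *crt-1* rose by 0.40 in *hsf-1(sy441)* (SE 0.14, adjusted P-value 0.102), with a lowest adjusted P-value of 0.00140 among the alternatives. *ire-1* rose by 0.30 (SE 0.15, adjusted P-value 0.292). As a measure of the heat-shock response in the same libraries, *hsp-70* (WBGene00002026, chromosome I from 9320325 to 9322519) went from 7.77 ± 1.84 to 752 ± 321 CPM in *hsf-1(sy441)* and from 0.659 ± 0.442 to 1006.5 ± 449.6 CPM in N2. Its heat response in *hsf-1(sy441)* differed from that in N2 by -3.97 on the log2 scale (SE 0.63, adjusted P-value 0.033, with a range over the alternatives from 1.88e-07 to 0.402), short of the threshold. Untreated *hsf-1(sy441)* already held more of it than untreated N2, by 3.55 on the log2 scale (SE 0.51, adjusted P-value 7.14e-04), and the handling of reads shared with its paralogs is not known. After heat-shock, *hsp-70* was not shown to differ between *hsf-1(sy441)* and N2 (-0.42, SE 0.36, adjusted P-value 0.498). Most of the smaller response of *hsp-70* thus came from the untreated level. *hsp-16.2* and *hsp-16.41* were lower in heat-shocked *hsf-1(sy441)* than in heat-shocked N2, with log2(fold-changes) of -1.218 (SE 0.4062) and -1.096 (SE 0.4419). Neither passed the threshold (adjusted P-values 0.07176 and 0.1293). Their untreated levels were higher than in N2, by 2.271 and 1.886, also short of the threshold. An intact induced level in *hsf-1(sy441)* is thus not shown by *hsp-70* alone.

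**Figure D3:**
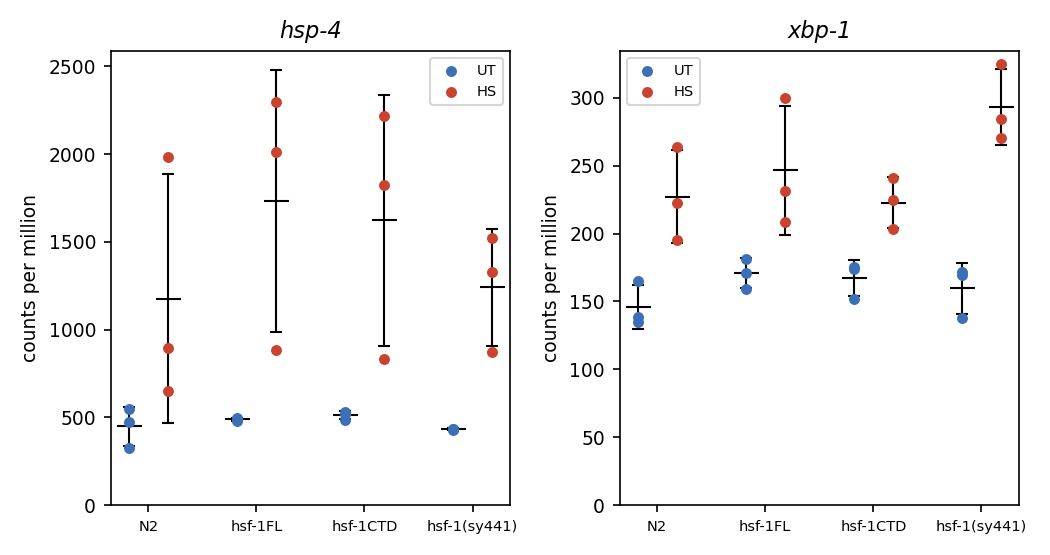
CPM of *hsp-4* (left) and *xbp-1* (right) in untreated (blue) and heat-shocked (red) animals of each genotype, with a point for each of the 3 replicates and a bar for the mean ± SD. Mean *hsp-4* levels rose from 433 to 1242 CPM in *hsf-1(sy441)* and from 450 to 1177 CPM in N2.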

Surprisingly, *hsf-1(sy441)* animals still displayed a similar increase in *hsp-4* transcripts and even more of an increase in *xbp-1* transcripts, suggesting that the canonical heat-shock response mediated by a full-length HSF-1 is not required for heat-induced UPR^ER^. To confirm this, we analyzed a previously published RNA-seq dataset of animals grown on *hsf-1* RNAi, with and without heat-shock (Brunquell et al. 2016), to determine if a true lack of *hsf-1* would impact the heat-induced UPR^ER^. Consistent with our reporter data, knockdown of *hsf-1* resulted in a severe reduction of *hsp-4*, *xbp-1*, and *ire-1* transcripts under heat stress, confirming *hsf-1* as essential for the heat-induced UPR^ER^ (Fig. 5b).

**Fig. 5.**
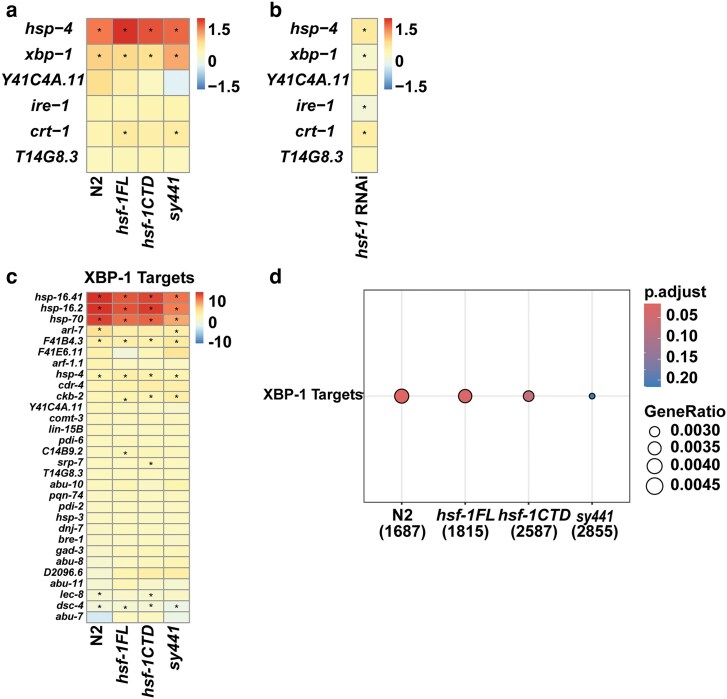
Heat-shock induces UPR^ER^ genes. RNA-sequencing was performed on N2, *rab-3p::hsf-1FL*, *rab-3p::hsf-1CTD*, and *hsf-1(sy441)* animals with and without heat-shock. DEGs were identified by comparing each heat-shock condition against the untreated and are available in Supplementary Table 2. A published RNA-seq dataset of N2 on *hsf-1* RNAi, with and without heat-shock, was reanalyzed with the same workflow (Brunquell et al. 2016). a) Heat-map of log_2_(fold-change) of N2, *rab-3p::hsf-1FL*, *rab-3p::hsf-1CTD*, *hsf-1(sy441)*, and *hsf-1* RNAi for canonical UPR^ER^ genes, *hsp-4*, *xbp-1*, *Y41C4A.11*, *ire-1*, *crt-1*, and *T14G8.3* upon heat-shock. Warmer colors indicate increased expression and cooler colors indicate decreased expression. *Adjusted *P*-value < 0.01. Values not *z*-score normalized. See Supplementary Table 3 for the gene list. b) Heat-map of log_2_(fold-change) of N2 on *hsf-1* RNAi for canonical UPR^ER^ genes, *hsp-4*, *xbp-1*, *Y41C4A.11*, *ire-1*, *crt-1*, and *T14G8.3* upon heat-shock. Warmer colors indicate increased expression and cooler colors indicate decreased expression. *Adjusted *P*-value < 0.01. Values not *z*-score normalized. See Supplementary Table 3 for the gene list. c) Heat-map of log_2_(fold-change) of XBP-1 targets upon heat-shock (Urano et al. 2002). Warmer colors indicate increased expression and cooler colors indicate decreased expression. *Adjusted *P*-value < 0.01. Values not *z*-score normalized. See Supplementary Table 3 for the gene list. d) Overrepresentation Analysis of differentially expressed XBP-1 targets from c found in our RNA-seq. Total number of differentially expressed genes stated in (values). Adjusted *P*-values: N2 = 0.012, *rab-3p::hsf-1FL* = 0.026, *rab-3p::hsf-1CTD* = 0.069, *hsf-1(sy441)* = 0.216.

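From the rise of *hsp-4* and *xbp-1* transcripts in *hsf-1(sy441)* animals, the paper proposes that the canonical heat-shock response of a full-length HSF-1 is not required for heat-induced UPR ER. The 30 genes of Fig. 5c were taken as the XBP-1 targets, of which 29 matched a gene of the deposited table and were tested. Upon heat-shock, the DEGs included 4 of them in N2, 3 in *hsf-1FL*, 3 in *hsf-1CTD* and 6 in *hsf-1(sy441)*, and with adjustment over the targets alone 6, 5, 5 and 7. *hsp-16.2* (WBGene00002016, chromosome V from 1804334 to 1804957), *hsp-16.41* (WBGene00002018, chromosome V from 1805178 to 1805875) and *hsp-70* were DEGs in each genotype. *hsp-16.2* rose by 11.32, 9.78, 9.82 and 7.83 on the log2 scale in N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*, from untreated levels that were at most 1.24 ± 0.603 CPM. *hsp-16.41* rose by 11.34, 9.77, 10.18 and 8.36, and *hsp-70* by 10.56, 9.04, 9.48 and 6.59, and all 3 genes have close paralogs whose reads the counting could have shared. *F41B4.3* (WBGene00018259, chromosome X from 6835491 to 6836115) rose by 1.97 in N2 (SE 0.38, adjusted P-value 0.0090) and 2.53 in *hsf-1(sy441)* (SE 0.38, adjusted P-value 7.49e-04), and its rise in *hsf-1FL* (1.58) and *hsf-1CTD* (1.54) did not pass the threshold. *dsc-4* (WBGene00001099, chromosome IV from 315056 to 320544) fell by 2.46 in *hsf-1(sy441)* (SE 0.46, adjusted P-value 0.0034). *ckb-2* (WBGene00000512, chromosome III from 4367949 to 4370160) rose by 1.86 in *hsf-1(sy441)* (SE 0.37, adjusted P-value 0.0050). Neither *dsc-4* (-0.97) nor *ckb-2* (1.01) had a heat response in *hsf-1(sy441)* that differed from N2 past the threshold (adjusted P-value 1.0 for both). The median log2(fold-change) of the 29 targets was 0.09 in N2, 0.20 in *hsf-1FL*, 0.14 in *hsf-1CTD* and 0.27 in *hsf-1(sy441)*. Without *hsp-16.2*, *hsp-16.41* and *hsp-70*, the medians were -0.008, 0.13, 0.04 and 0.11 in the same order. In a one-sided Fisher's exact test against the genes tested, the targets were overrepresented among the DEGs of N2 (adjusted P-value 7.87e-05), *hsf-1FL* (0.00224), *hsf-1CTD* (0.00267) and *hsf-1(sy441)* (3.38e-05), adjusted over the 4 genotypes. With the replicate block, these were 2.63e-04, 0.00130, 0.00861 and 2.63e-04. Without the cytosolic heat-shock genes *hsp-16.2*, *hsp-16.41* and *hsp-70*, 26 targets remained in the test, and the adjusted P-values were 0.312, 1.0, 1.0 and 0.0381. The last value counts DEGs of both directions. It rests on *F41B4.3* and *ckb-2*, which rose, and on *dsc-4*, which fell, so it does not show an induction of these targets. With the DEGs of DESeq2 with surrogate variables, 7, 7, 8 and 7 targets were called, and the adjusted P-value in *hsf-1(sy441)* was 0.0959.

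**Figure D4:**
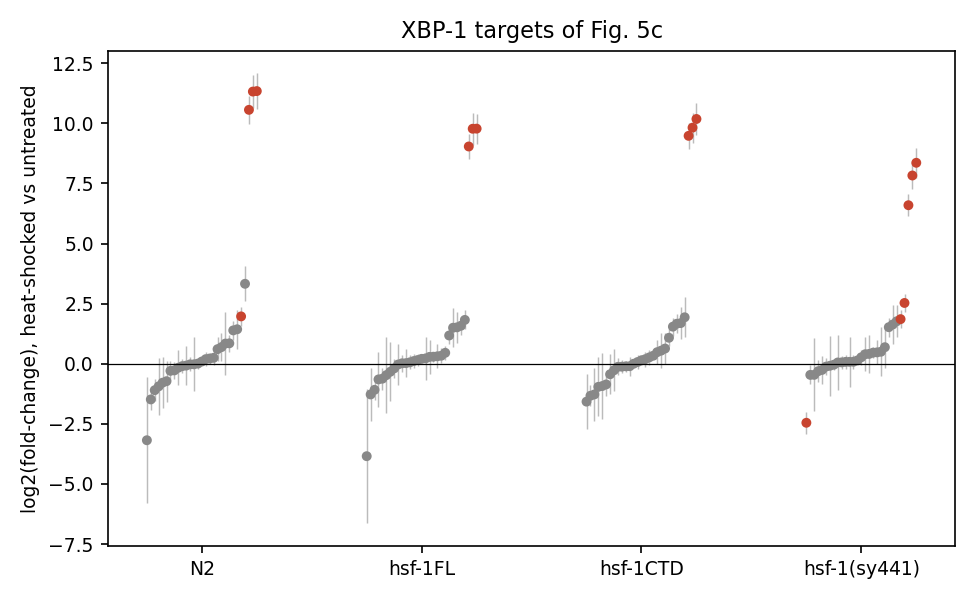
log2(fold-change) between heat-shocked and untreated animals (vertical axis) of the 29 XBP-1 targets in each genotype (horizontal axis), ordered by size, with bars for the SE and DEGs in red. The 3 highest points in each genotype are *hsp-16.2*, *hsp-16.41* and *hsp-70*, and the medians lie between 0.09 and 0.27.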

Further analysis of our RNA-seq dataset revealed that at least a handful of XBP-1 targets (Urano et al. 2002) are differentially expressed under heat-shocked conditions (Fig. 5c, d). 

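As the chaperones, the 55 tested genes whose names begin with hsp-, dnj- or cct- were taken, since gene ontology terms were not used here. Among the upregulated DEGs, they numbered 3 of 82 in N2 (adjusted P-value 0.00428), 5 of 76 in *hsf-1FL* (3.08e-05), 4 of 93 in *hsf-1CTD* (6.96e-04) and 3 of 185 in *hsf-1(sy441)* (0.0290), from one-sided Fisher's exact tests adjusted over the 4 genotypes. Of these 55 genes, those called in N2 and in *hsf-1(sy441)* were the same 3, *hsp-16.2*, *hsp-16.41* and *hsp-70*. Chaperones with other kinds of names are not in this set, so the counts do not cover all chaperones among the DEGs. *hsp-12.6* was added to them in *hsf-1FL* and *hsf-1CTD*, and *hsp-90* in *hsf-1FL*, both named after their values were seen. Whether the overrepresentation itself differed between genotypes was not tested. The choice that moved the result most kept the 37 dnj- and cct- genes alone, of which 0 were upregulated DEGs in any genotype (adjusted P-value 1.0). With the 18 hsp- genes alone, the adjusted P-values were 1.54e-04, 8.75e-08, 7.42e-06 and 0.00125 in the order N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*. Under the replicate block, the adjusted P-value in *hsf-1(sy441)* was 0.00269. DESeq2 with surrogate variables called 11, 16, 16 and 11 chaperones among 560, 509, 764 and 1149 upregulated DEGs. When genes had to reach 10 counts in every library, *hsp-16.2*, *hsp-16.41* and *hsp-70* were no longer tested and the adjusted P-value was at least 0.765 in each genotype.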

Importantly, gene ontology (GO) analysis of all significantly upregulated genes of heat-shocked vs untreated animals for each group showed an expected increase in genes associated with protein folding, chaperone function, and other HSR targets, which was lost in the *hsf-1(sy441)*, reproducing previous findings (Baird et al. 2014) (Fig. 6, Supplementary Table 4). Interestingly, the *hsf-1FL* included the UPR^ER^ as one of the top 15 enriched GO terms, and this GO term was significant in all conditions (Supplementary Table 5), providing further evidence that HSF-1 does indeed play an important role in the transcriptional activation of UPR^ER^ targets under heat stress. Indeed, upset plot analysis revealed that large similarities existed across all heat-shocked conditions (Supplementary Fig. 6a, b), with 372 shared downregulated DEGs and 392 shared upregulated DEGs. 

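Called in all 4 genotypes with the same direction were 29 upregulated and 8 downregulated DEGs. Of the shared upregulated DEGs, 19 are protein-coding and the others are annotated as 4 ncRNAs, 3 pseudogenes, 2 rRNAs and 1 lincRNA. The ncRNAs are *mrpr-1*, *rpr-1*, *F09E10.15* and *F07G6.11*, the pseudogenes WBGene00012618, WBGene00013155 and WBGene00045366, the rRNAs WBGene00014454 and WBGene00014472 of the mitochondrial genome, and the lincRNA *linc-6*, listed after their values were seen. Among the largest rises was that of *rpr-1* (WBGene00045238, chromosome I from 13463955 to 13464207), whose untreated libraries were all at or under 3 counts. Against that floor, it was at least 143-fold higher after heat-shock in N2, 158-fold in *hsf-1FL*, 113-fold in *hsf-1CTD* and 161-fold in *hsf-1(sy441)*. The pseudogene WBGene00012618 (chromosome V from 20506503 to 20509510) was at least 289-fold higher in N2, 213-fold in *hsf-1FL* and 226-fold in *hsf-1CTD*, and rose by 3.60 on the log2 scale in *hsf-1(sy441)* (SE 0.59, adjusted P-value 0.0019). *cnc-11* (WBGene00044900, chromosome V from 1442342 to 1442917) was at least 66.5-fold higher in N2 and 83.2-fold in *hsf-1(sy441)*. *C25F9.2* (WBGene00007723, chromosome V from 19421471 to 19426774) rose by 9.49 in *hsf-1(sy441)* (SE 1.21, adjusted P-value 1.16e-04) and was at least 70.7-fold higher in N2, with an adjusted P-value of 0.0122 in *hsf-1FL*. WBGene00022693 (chromosome II from 1970834 to 1974718) was at least 155-fold higher in *hsf-1FL*, 231-fold in *hsf-1CTD*, 83.8-fold in N2 and 20.9-fold in *hsf-1(sy441)*. *Y53F4B.24* (WBGene00013170, chromosome II from 15131566 to 15134432) was at least 53.1-fold higher in *hsf-1CTD*. Like *C25F9.2*, neither was a DEG in each genotype. Some of these folds come from means of heat-shocked libraries that spread widely. In N2, *cnc-11* was at 13.5 ± 11.8 CPM and *C25F9.2* at 14.4 ± 11.9 CPM (SD, n = 3 each). *cnc-11* was at 15.9 ± 15.7 CPM in *hsf-1(sy441)*, and WBGene00022693 at 30.8 ± 26.4 CPM in *hsf-1FL*. With the replicate block, 46 upregulated and 16 downregulated DEGs were shared. DESeq2 with surrogate variables gave the highest numbers of the alternatives, 230 and 270.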

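Gene families defined by gene names were tested in place of gene ontology terms. The family for the immune response held 170 tested genes, of which 1, *cnc-11*, was among the 29 shared upregulated DEGs (one-sided Fisher's exact test, p = 0.278, adjusted P-value 0.924). Adjustment was over 40 tests, those of 4 families in the upregulated and the downregulated DEGs of each genotype and in the shared DEGs. None of the 40 exact tests had an adjusted P-value under 0.05, and the lowest was 0.358, for 3 of the 70 mitochondrial ribosome proteins among the upregulated DEGs of *hsf-1CTD* (*mrpl-4*, *mrpl-45* and *mrps-31*, p = 0.00894, named after their values were seen). With the DEGs of DESeq2 with surrogate variables, 9 of the 40 tests passed, and 6 immune genes were among the 230 shared upregulated DEGs (adjusted P-value 0.118). Under the replicate block, 3 tests passed.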

The common upregulated genes included expected biological processes downstream of HSF-1 activity, including immune response, protein refolding processes, and other processes involved with general proteostasis pathways. Importantly, the UPR^ER^ came up as a core shared gene ontology across all heat-shocked conditions (Supplementary Fig. 6c). 

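The 8 shared downregulated DEGs were *glt-1*, *nrf-6*, *rhr-1*, *gem-1*, *F16B4.4*, *sago-1*, *clec-218* and WBGene00010963, a protein-coding gene of the mitochondrial genome from 6506 to 7808. *rhr-1* (WBGene00004358, chromosome V from 5428160 to 5430431) had the lowest adjusted P-values among them in N2 (3.65e-05), *hsf-1FL* (3.69e-06) and *hsf-1CTD* (2.22e-06), and fell by 1.78, 2.13 and 2.17 on the log2 scale. In *hsf-1(sy441)* it fell by 1.77 (adjusted P-value 3.76e-05). These genes, *elo-2* and *elo-5* were named after their values were seen. Of the 76 tested genes of the fatty acid metabolism family, 0 were among the shared downregulated DEGs (adjusted P-value 1.0), and 1 each was downregulated in *hsf-1FL* (*elo-2*), *hsf-1CTD* (*elo-2*) and *hsf-1(sy441)* (*elo-5*). DESeq2 with surrogate variables changed this call, with 10 of them among its 270 shared downregulated DEGs (one-sided Fisher's exact test, adjusted P-value 1.16e-05), and 11, 11, 13 and 18 among the downregulated DEGs of N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)* (adjusted P-values 4.92e-04, 0.00114, 6.90e-04 and 1.16e-05).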

Common downregulated genes included metabolic processes (Supplementary Fig. 6d), which are expected considering that animals tend to slow down metabolic processes in response to stress.

**Fig. 6.**
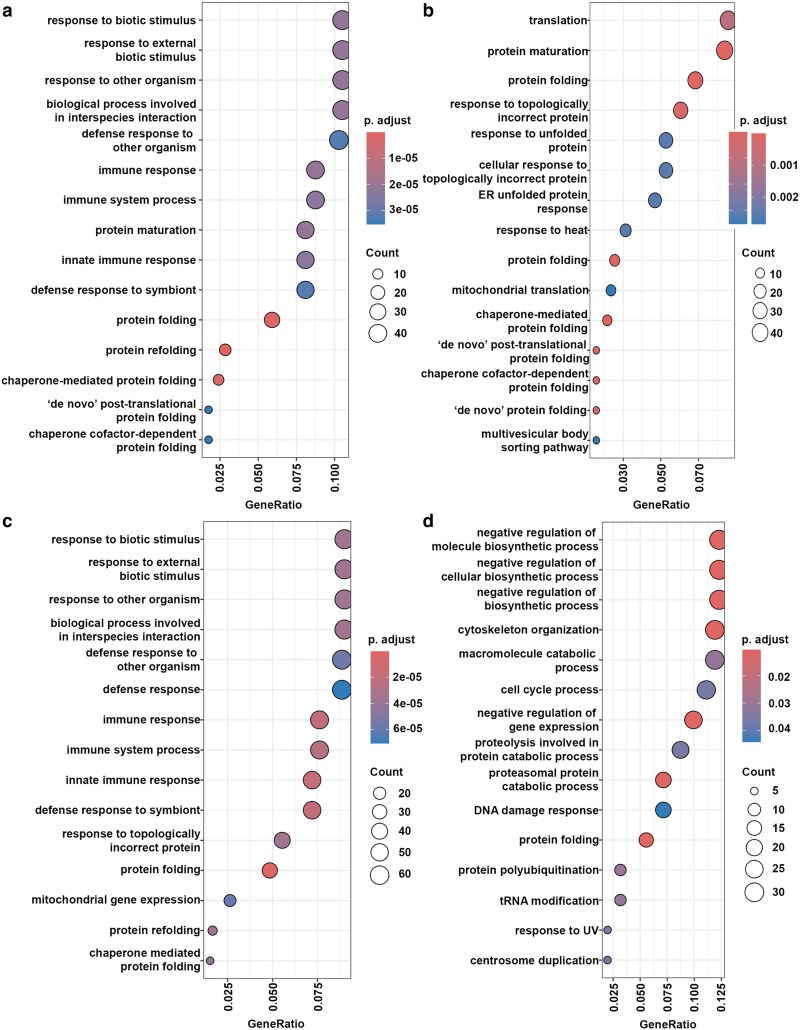
GO analysis of heat-shock induced genes. a) Top 15 GO terms for N2 heat-shock vs N2 untreated. b) Top 15 GO terms for *rab-3p::hsf-1FL* heat-shock vs *rab-3p::hsf-1FL* untreated. c) Top 15 GO terms for *rab-3p::hsf-1CTD* heat-shock vs *rab-3p::hsf-1CTD* untreated. d) Top 15 GO terms for *hsf-1(sy441)* heat-shock vs *hsf-1(sy441)* untreated. A table of all significant GO terms is available in Supplementary Table 5. All DEGs of each condition against N2 controls are also available in Supplementary Table 4.

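Compared with N2 of the same treatment, *hsf-1FL* had 3 DEGs untreated and 3 heat-shocked, *hsf-1CTD* had 3 and 2, and *hsf-1(sy441)* had 93 and 136. The DEGs of heat-shocked *hsf-1FL* were *C55C3.3*, *C55C3.7* and *ZC317.7*, and those of heat-shocked *hsf-1CTD* were *F42A9.6* and WBGene00003067, of which *ZC317.7* and WBGene00003067 were named after their values were seen. At an unadjusted p under 0.05, the untreated comparisons held 1135, 183 and 4516 genes and the heat-shocked ones 968, 564 and 3820. In untreated *hsf-1(sy441)*, 75 DEGs were upregulated and 18 downregulated, and in heat-shocked *hsf-1(sy441)* 104 and 32. *C38D9.2* (WBGene00008010, chromosome V from 17567150 to 17571742) was at 324.8 ± 23.5 CPM in untreated *hsf-1(sy441)* and 0.544 ± 0.418 CPM in untreated N2 (SD, n = 3 each), a log2(fold-change) of 9.2 (SE 0.49, adjusted P-value 7.22e-10). *ZK177.9* (WBGene00022674, chromosome II from 5517157 to 5517743) was at least 41.8-fold higher and *C07G1.7* (WBGene00015573, chromosome IV from 8210906 to 8211847) at least 92.8-fold higher in untreated *hsf-1(sy441)* than the floor of 3 counts, which no untreated N2 library exceeded. In untreated *hsf-1FL*, *C55C3.3* (WBGene00016953, chromosome IV from 5685287 to 5688273) rose from 0.840 ± 0.270 to 18.4 ± 5.02 CPM, a log2(fold-change) of 4.44 (SE 0.55, adjusted P-value 8.60e-04), and *C55C3.7* (WBGene00043065, chromosome IV from 5678829 to 5682647), which lies close to it, was at least 10.1-fold higher. *srlf-3* (WBGene00016180, chromosome IV from 8487483 to 8488490) was higher than in untreated N2 by 3.63 in *hsf-1FL* (SE 0.53, adjusted P-value 0.0060) and by 3.77 in *hsf-1CTD* (SE 0.53, adjusted P-value 0.0056). In untreated *hsf-1CTD*, *F42A9.6* (WBGene00018335, chromosome IV from 8609234 to 8611627) fell by 2.51 (SE 0.33, adjusted P-value 0.0035) and *hst-1* (WBGene00002028, chromosome IV from 8688276 to 8691513) rose by 1.06 (SE 0.16, adjusted P-value 0.0084). With the replicate block, *hsf-1(sy441)* had 151 DEGs untreated and 211 heat-shocked, where libraries of the same number in different genotypes had a mean correlation of deviations of 0.156. In heat-shocked animals that correlation with N2 was 0.428 for *hsf-1FL* and 0.334 for *hsf-1CTD*, and the block gave *hsf-1FL* 3 DEGs untreated and 6 heat-shocked and *hsf-1CTD* 1 and 2. DESeq2 called 86 and 15 in *hsf-1FL* and 13 and 14 in *hsf-1CTD*, and DESeq2 with surrogate variables 64 and 111 and 32 and 73. The numbers of *hsf-1(sy441)* ranged over the alternatives from 2 untreated and 2 heat-shocked, with only the libraries compared in the fit, to 1126 and 1025 with DESeq2 and 1269 and 906 at an adjusted P-value under 0.05.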

To further validate our bidirectional findings, we analyzed previously published transcriptomic data from neuronal *xbp-1s* animals (Taylor and Dillin 2013) and found that neuronal *xbp-1s* overexpression was also sufficient to induce a handful of HSF-1 and HSR target genes (Supplementary Fig. 7, Supplementary Table 6). These transcriptome analyses further substantiate the existence of a heat-induced UPR^ER^ that is likely dependent on both *xbp-1* and *hsf-1* and a possible overlap or co-regulation of genes between the UPR^ER^ and HSR.

## Discussion

Overall, our findings highlight the complex interplay between the HSR and the UPR^ER^ in *C. elegans*, emphasizing the existence of both compartment-specific and shared regulatory mechanisms. The observation that there exists a heat-induced HSF-1 and XBP-1 dependent UPR^ER^ distinct from the canonical UPR^ER^ mediated primarily by XBP-1 underscores the plasticity of stress response pathways. This adds to the growing literature of cross communication of stress responses, including prior work showing that cytosolic HSF-1 can influence mitochondrial proteostasis through fatty acid remodeling (Kim et al. 2016) and that mitochondrial stress can delay the age-associated loss of HSR activity (Labbadia et al. 2017). Similarly, our data suggest that cytosolic HSF-1 may directly—or indirectly—modulate ER stress response, although the exact mechanism of the transcriptional mechanism and shared chaperone networks remains to be elucidated. One interesting future avenue of research would be to understand the connection between HSF-1 and XBP-1. We found that heat-induced UPR^ER^ requires both transcription factors, but whether heat stress induces direct interaction of HSF-1 and XBP-1 or an indirect, coordinated effort to regulate transcription remains to be explored. Indeed, XBP-1 has been shown to interact with other stress response factors (Glover-Cutter et al. 2013), such as SKN-1, to regulate both ER and oxidative stress responses, suggesting interaction with other stress response transcription factors is possible.

The bidirectional cross talk between the UPR^ER^ and HSR adds complexity to the rapidly growing understanding of stress response integration. The integrated stress response (ISR) serves as a well-characterized framework for understanding the integration of multiple stress inputs into a shared response. The ISR responds to a diverse set of stressors including proteotoxic stress, nutrient deprivation, and organelle stress (Kalinin et al. 2023; Wek et al. 2023; Lu et al. 2024; Ryoo 2024). The ISR typically involves eIF2α phosphorylation via kinases like PEK-1 to reduce global translation and reduce translational burden under stress. Parallel to the reduction of translation via the ISR, our study highlights a convergent response to variable stressors to promote proteostasis. Our study finds that heat stress results in the induction of chaperones required for both cytosolic and ER function, akin to how mitochondrial stress preconditions the HSR (Labbadia et al. 2017), inhibition of cytosolic chaperones promotes activation of the UPR^MT^ (Kim et al. 2016), and loss of cytosolic proteostasis can be offset by mitochondrial proteostasis (Berendzen et al. 2016; Wang et al. 2024). These phenomena may reflect a general strategy wherein localized stress can activate numerous proteostasis pathways to prevent cellular damage.

This converging stress-responsive pathway is further strengthened through inter-tissue communication of stress. Our study adds to the growing understanding of nonautonomous signaling of stress by highlighting the ability of neuronal and glial *xbp-1s* overexpression to enhance HSR activity and thermotolerance, despite XBP-1 being dispensable for the HSR. This points to a heterotypic neuronal signaling mechanism. This mirrors earlier findings whereby neuronal *hsf-1* activates both HSF-1 and DAF-16 in peripheral tissues to activate both HSR and OxSR to extend longevity (Douglas et al. 2015). Whether neural *xbp-1s* similarly regulate a heterotypic response has not yet been explored, but neuronal *xbp-1s* has been shown to activate several distinct peripheral responses, including improved proteostasis (Taylor and Dillin 2013), lipid homeostasis (Imanikia et al. 2019b; Daniele et al. 2020), autophagy (Imanikia et al. 2019a), and immune response (Coakley et al. 2025). Similarly, glial *xbp-1s* also mediates a peripheral proteostasis (Frakes et al. 2020), lipid metabolism, and autophagy response (Metcalf et al. 2024). Importantly, both neuronal and glial *xbp-1s* lifespan extension required both peripheral XBP-1 and HLH-30 (Imanikia et al. 2019a; Metcalf et al. 2024), suggesting a similar heterotypic response. Our data suggest that neural *xbp-1s* also amplifies the HSR in the periphery to promote thermotolerance. Still to be determined is whether *hsf-1* is required for the other beneficial effects of neural *xbp-1s*, considering its previously established roles in proteostasis (Morley and Morimoto 2004; Hayashida et al. 2010), autophagy (Kumsta et al. 2017), lipid metabolism (Chauve et al. 2021; Watterson et al. 2022), and longevity (Hsu et al. 2003; Morley and Morimoto 2004).

In mammals, hypothalamic *Xbp1-s* activation improved hepatic metabolism, suggesting conserved principles of inter-tissue coordination (Williams et al. 2014). Whether these nonautonomous signals are also dependent on a heterotypic response including activation of HSF-1 or other transcriptional regulators is uncertain. However, human cancer cells activate an atypical UPR^ER^ activation upon exposure to heat stress, which was independent of canonical ER stress pathways like PERK (Heldens et al. 2011). Importantly, activated targets included ER chaperones, in particular HSPA5/BiP, the target of our *hsp-4p::GFP* reporter, suggesting relevance of our findings to a mammalian context. Overall, our work advances the understanding of the interconnectivity of stress responses and further substantiates *C. elegans* as a powerful in vivo model system for dissecting conserved mechanisms of systemic stress coordination. Future work is critical to focus on identifying the signaling mechanisms of the heterotypic responses of neural UPR to peripheral HSF-1 and understanding the potential interaction between XBP-1 and HSF-1 to coordinate both ER and heat stress responses to converge on shared downstream effectors to promote resilience and longevity.

## Supplementary Material

jkag141_Supplementary_Data

## Data Availability

All data are presented in the figures and tables of the manuscript. All RNA-sequencing data reanalyzed from previously published datasets and raw data are available at Annotare E-MTAB-9771 (Higuchi-Sanabria et al. 2020a) and the National Center for Biotechnology Information Sequence Read Archive repository accession number BioProject PRJNA589459 (Frakes et al. 2020). RNA-sequencing data produced here are available at the National Center for Biotechnology Information Sequence Read Archive repository accession number BioProject PRJNA1399626 and the National Center for Biotechnology Information Gene Expression Omnibus repository accession number GSE331181. Supplemental material available at G3 online.

## References

[jkag141-B1] Anckar J, Sistonen L. 2011. Regulation of HSF1 function in the heat stress response. Implications in Aging and Disease. 80:1089–1115. 10.1146/annurev-biochem-060809-095203.21417720

[jkag141-B2] Baird NA et al 2014. HSF-1-mediated cytoskeletal integrity determines thermotolerance and life span. Science. 346:360–363. 10.1126/science.1253168.25324391 PMC4403873

[jkag141-B3] Bar-Ziv R et al 2020. Measurements of physiological stress responses in *C. elegans*. J Vis Exp. 159:. 10.3791/61001.PMC784027332510480

[jkag141-B4] B’chir W et al 2013. The eIF2α/ATF4 pathway is essential for stress-induced autophagy gene expression. Nucleic Acids Res. 41:7683–7699. 10.1093/nar/gkt563.23804767 PMC3763548

[jkag141-B5] Bennett CF et al 2014. Activation of the mitochondrial unfolded protein response does not predict longevity in *Caenorhabditis elegans*. Nat Commun. 5:3483. 10.1038/ncomms4483.24662282 PMC3984390

[jkag141-B6] Berendzen KM et al 2016. Neuroendocrine coordination of mitochondrial stress signaling and proteostasis. Cell. 166:1553–1563.e10. 10.1016/j.cell.2016.08.042.27610575 PMC5922979

[jkag141-B7] Brunquell J et al 2016. The genome-wide role of HSF-1 in the regulation of gene expression in *Caenorhabditis elegans*. BMC Genomics. 17:559. 10.1186/s12864-016-2837-5.27496166 PMC4975890

[jkag141-B8] Caldwell SR, Hill KJ, Cooper AA. 2001. Degradation of endoplasmic reticulum (ER) quality control substrates requires transport between the ER and Golgi. J Biol Chem. 276:23296–23303. 10.1074/jbc.M102962200.11316816

[jkag141-B9] Calfon M et al 2002. IRE1 couples endoplasmic reticulum load to secretory capacity by processing the XBP-1 mRNA. Nature. 415:92–96. 10.1038/415092a.11780124

[jkag141-B10] Chauve L et al 2021. Neuronal HSF-1 coordinates the propagation of fat desaturation across tissues to enable adaptation to high temperatures in *C. elegans*. PLoS Biol. 19:e3001431. 10.1371/journal.pbio.3001431.34723964 PMC8585009

[jkag141-B11] Coakley AJ et al 2025. Distinct responses to non-autonomous UPRER mediated by glutamatergic and octopaminergic neurons. Commun Biol. 8:1650. 10.1038/s42003-025-09036-1.41286443 PMC12644781

[jkag141-B12] Dai C . 2018. The heat-shock, or HSF1-mediated proteotoxic stress, response in cancer: from proteomic stability to oncogenesis. Philos Trans R Soc Lond B Biol Sci. 373:20160525. 10.1098/rstb.2016.0525.29203710 PMC5717525

[jkag141-B13] Daniele JR et al 2020. UPRER promotes lipophagy independent of chaperones to extend life span. Sci Adv. 6:eaaz1441. 10.1126/sciadv.aaz1441.31911951 PMC6938708

[jkag141-B14] Dobin A et al 2013. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 29:15–21. 10.1093/bioinformatics/bts635.23104886 PMC3530905

[jkag141-B15] Douglas PM et al 2015. Heterotypic signals from neural HSF-1 separate thermotolerance from longevity. Cell Rep. 12:1196–1204. 10.1016/j.celrep.2015.07.026.26257177 PMC4889220

[jkag141-B16] Frakes AE et al 2020. Four glial cells regulate ER stress resistance and longevity via neuropeptide signaling in *C. elegans*. Science. 367:436–440. 10.1126/science.aaz6896.31974253 PMC7357615

[jkag141-B17] Frakes AE, Dillin A. 2017. The UPR(ER): sensor and coordinator of organismal homeostasis. Mol Cell. 66:761–771. 10.1016/j.molcel.2017.05.031.28622521

[jkag141-B18] Glover-Cutter KM, Lin S, Blackwell TK. 2013. Integration of the unfolded protein and oxidative stress responses through SKN-1/Nrf. PLoS Genet. 9:e1003701. 10.1371/journal.pgen.1003701.24068940 PMC3772064

[jkag141-B19] Han J et al 2013. ER-stress-induced transcriptional regulation increases protein synthesis leading to cell death. Nat Cell Biol. 15:481–490. 10.1038/ncb2738.23624402 PMC3692270

[jkag141-B20] Hayashida N et al 2010. Heat shock factor 1 ameliorates proteotoxicity in cooperation with the transcription factor NFAT. EMBO J. 29:3459–3469. 10.1038/emboj.2010.225.20834230 PMC2964172

[jkag141-B21] Haze K et al 1999. Mammalian transcription factor ATF6 is synthesized as a transmembrane protein and activated by proteolysis in response to endoplasmic reticulum stress. Mol Biol Cell. 10:3787–3799. 10.1091/mbc.10.11.3787.10564271 PMC25679

[jkag141-B22] Heifetz A, Keenan RW, Elbein AD. 1979. Mechanism of action of tunicamycin on the UDP-GlcNAc:dolichyl-phosphate Glc-NAc-1-phosphate transferase. Biochemistry. 18:2186–2192. 10.1021/bi00578a008.444447

[jkag141-B23] Heldens L et al 2011. An atypical unfolded protein response in heat shocked cells. PLoS One. 6:e23512. 10.1371/journal.pone.0023512.21853144 PMC3154502

[jkag141-B24] Higuchi-Sanabria R et al 2020a. Divergent nodes of non-autonomous UPRER signaling through serotonergic and dopaminergic neurons. Cell Rep. 33:108489. 10.1016/j.celrep.2020.108489.33296657 PMC8820220

[jkag141-B25] Higuchi-Sanabria R et al 2020b. Lysosomal recycling of amino acids affects ER quality control. Sci Adv. 6:eaaz9805. 10.1126/sciadv.aaz9805.32637599 PMC7319768

[jkag141-B26] Hsu A-L, Murphy CT, Kenyon C. 2003. Regulation of aging and age-related disease by DAF-16 and heat-shock factor. Science. 300:1142–1145. 10.1126/science.1083701.12750521

[jkag141-B27] Imanikia S et al 2019a. Neuronal XBP-1 activates intestinal lysosomes to improve proteostasis in *C. elegans*. Curr Biol. 29:2322–2338.e7. 10.1016/j.cub.2019.06.031.31303493 PMC6658570

[jkag141-B28] Imanikia S et al 2019b. XBP-1 remodels lipid metabolism to extend longevity. Cell Rep. 28:581–589.e4. 10.1016/j.celrep.2019.06.057.31315038 PMC6656787

[jkag141-B29] Kalinin A, Zubkova E, Menshikov M. 2023. Integrated stress response (ISR) pathway: unraveling its role in cellular senescence. Int J Mol Sci. 24:17423. 10.3390/ijms242417423.38139251 PMC10743681

[jkag141-B30] Kim H-E et al 2016. Lipid biosynthesis coordinates a mitochondrial-to-cytosolic stress response. Cell. 166:1539–1552.e16. 10.1016/j.cell.2016.08.027.27610574 PMC5922983

[jkag141-B31] Kim J, Dutta N, Garcia G, Higuchi-Sanabria R. 2025 Apr 19. Transcriptomic analysis of mitohormesis associated with lifespan extension in *Caenorhabditis elegans*. GeroScience 10.1007/s11357-025-01912-2 [accessed 2025 Nov 4].PMC1357475341186664

[jkag141-B32] Kohno K et al 1993. The promoter region of the yeast KAR2 (BiP) gene contains a regulatory domain that responds to the presence of unfolded proteins in the endoplasmic reticulum. Mol Cell Biol. 13:877–890. 10.1128/mcb.13.2.877-890.1993.8423809 PMC358971

[jkag141-B33] Krueger F . 2025. FelixKrueger/TrimGalore. [accessed 2025 Apr 13]. https://github.com/FelixKrueger/TrimGalore.

[jkag141-B34] Kumsta C, Chang JT, Schmalz J, Hansen M. 2017. Hormetic heat stress and HSF-1 induce autophagy to improve survival and proteostasis in *C. elegans*. Nat Commun. 8:14337. 10.1038/ncomms14337.28198373 PMC5316864

[jkag141-B35] Labbadia J et al 2017. Mitochondrial stress restores the heat shock response and prevents proteostasis collapse during aging. Cell Rep. 21:1481–1494. 10.1016/j.celrep.2017.10.038.29117555 PMC5726777

[jkag141-B36] Leek JT et al 2012. The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics. 28:882–883. 10.1093/bioinformatics/bts034.22257669 PMC3307112

[jkag141-B37] Liao Y, Smyth GK, Shi W. 2019. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res. 47:e47. 10.1093/nar/gkz114.30783653 PMC6486549

[jkag141-B38] Link CD, Cypser JR, Johnson CJ, Johnson TE. 1999. Direct observation of stress response in *Caenorhabditis elegans* using a reporter transgene. Cell Stress Chaperones. 4:235–242. 10.1379/1466-1268(1999)004<0235:doosri>2.3.co;210590837 PMC312938

[jkag141-B39] Liu Y, Chang A. 2008. Heat shock response relieves ER stress. EMBO J. 27:1049–1059. 10.1038/emboj.2008.42.18323774 PMC2323268

[jkag141-B40] Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 15:550. 10.1186/s13059-014-0550-8.25516281 PMC4302049

[jkag141-B41] Lu H, Koju N, Sheng R. 2024. Mammalian integrated stress responses in stressed organelles and their functions. Acta Pharmacol Sin. 45:1095–1114. 10.1038/s41401-023-01225-0.38267546 PMC11130345

[jkag141-B42] Ma Y, Hendershot LM. 2003. Delineation of a negative feedback regulatory loop that controls protein translation during endoplasmic reticulum stress. J Biol Chem. 278:34864–34873. 10.1074/jbc.M301107200.12840028

[jkag141-B43] Metcalf MG et al 2024. Cell non-autonomous control of autophagy and metabolism by glial cells. iScience. 27:109354. 10.1016/j.isci.2024.109354.38500817 PMC10946330

[jkag141-B44] Morley JF, Morimoto RI. 2004. Regulation of longevity in *Caenorhabditis elegans* by heat shock factor and molecular chaperones. Mol Biol Cell. 15:657–664. 10.1091/mbc.E03-07-0532.14668486 PMC329286

[jkag141-B45] Neef DW et al 2014. A direct regulatory interaction between chaperonin TRiC and stress-responsive transcription factor HSF1. Cell Rep. 9:955–966. 10.1016/j.celrep.2014.09.056.25437552 PMC4488849

[jkag141-B46] Ryoo HD . 2024. The integrated stress response in metabolic adaptation. J Biol Chem. 300:107151. 10.1016/j.jbc.2024.107151.38462161 PMC10998230

[jkag141-B47] Schindelin J et al 2012. Fiji: an open-source platform for biological-image analysis. Nat Methods. 9:676–682. 10.1038/nmeth.2019.22743772 PMC3855844

[jkag141-B48] Schröder M, Kaufman RJ. 2005. The mammalian unfolded protein response. Annu Rev Biochem. 74:739–789. 10.1146/annurev.biochem.73.011303.074134.15952902

[jkag141-B49] Shi Y, Mosser DD, Morimoto RI. 1998. Molecular chaperones as HSF1-specific transcriptional repressors. Genes Dev. 12:654–666. 10.1101/gad.12.5.654.9499401 PMC316571

[jkag141-B50] Sural S et al 2020. HSB-1/HSF-1 pathway modulates histone H4 in mitochondria to control mtDNA transcription and longevity. Sci Adv. 6:eaaz4452. 10.1126/sciadv.aaz4452.33087356 PMC7577724

[jkag141-B51] Taylor RC, Dillin A. 2013. XBP-1 is a cell-nonautonomous regulator of stress resistance and longevity. Cell. 153:1435–1447. 10.1016/j.cell.2013.05.042.23791175 PMC4771415

[jkag141-B52] Taylor SKB et al 2021. *C. elegans* electrotaxis behavior is modulated by heat shock response and unfolded protein response signaling pathways. Sci Rep. 11:3115. 10.1038/s41598-021-82466-z.33542359 PMC7862228

[jkag141-B53] Torres TC et al 2022. Surveying low-cost methods to measure lifespan and healthspan in *Caenorhabditis elegans*. J Vis Exp. 183:e64091. 10.3791/64091.PMC988147635665741

[jkag141-B54] Urano F et al 2002. A survival pathway for *Caenorhabditis elegans* with a blocked unfolded protein response. J Cell Biol. 158:639–646. 10.1083/jcb.200203086.12186849 PMC2174003

[jkag141-B55] Walter P, Ron D. 2011. The unfolded protein response: from stress pathway to homeostatic regulation. Science. 334:1081–1086. 10.1126/science.1209038.22116877

[jkag141-B56] Wang Y et al 2024. Metabolic regulation of misfolded protein import into mitochondria. Mapa K, Ron D, editors. eLife. 12:RP87518. 10.7554/eLife.87518.38900507 PMC11189628

[jkag141-B57] Watterson A et al 2022. Loss of heat shock factor initiates intracellular lipid surveillance by actin destabilization. Cell Rep. 41:111493. 10.1016/j.celrep.2022.111493.36261024 PMC9642076

[jkag141-B58] Wek RC, Anthony TG, Staschke KA. 2023. Surviving and adapting to stress: translational control and the integrated stress response. Antioxid Redox Signal. 39:351–373. 10.1089/ars.2022.0123.36943285 PMC10443206

[jkag141-B59] Williams KW et al 2014. Xbp1s in Pomc neurons connects ER stress with energy balance and glucose homeostasis. Cell Metab. 20:471–482. 10.1016/j.cmet.2014.06.002.25017942 PMC4186248

[jkag141-B60] Ye J et al 2000. ER stress induces cleavage of membrane-bound ATF6 by the same proteases that process SREBPs. Mol Cell. 6:1355–1364. 10.1016/s1097-2765(00)00133-7.11163209

[jkag141-B61] Yu G . 2024. Thirteen years of clusterProfiler. Innovation. 5:100722. 10.1016/j.xinn.2024.100722.39529960 PMC11551487

[jkag141-B62] Zevian SC, Yanowitz JL. 2014. Methodological considerations for heat shock of the nematode *Caenorhabditis elegans*. Methods. 68:450–457. 10.1016/j.ymeth.2014.04.015.24780523 PMC4112136

[jkag141-B63] Zha J, Ying M, Alexander-Floyd J, Gidalevitz T. 2019. HSP-4/BiP expression in secretory cells is regulated by a developmental program and not by the unfolded protein response. PLoS Biol. 17:e3000196. 10.1371/journal.pbio.3000196.30908491 PMC6448932

How the deposited data were processed for this re-analysis (not part of the article)

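RNA from 24 samples of *C. elegans* was sequenced by the authors. The samples were 3 biological replicates of untreated and 3 of heat-shocked animals of 4 genotypes, N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*, with about 800 animals at day 1 of adulthood in each. The deposited labels give the heat-shock as 34 °C for 2 h with 1 h of recovery at 20 °C. Each sample was matched to its column of values by the column name in its description, and 0 columns were left without a sample.

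The authors trimmed the reads with Trim Galore, aligned them to WBcel235 with STAR and counted them on genes with featureCounts. The deposited values are raw counts, whole numbers of reads per gene without normalization, for 46934 genes of annotation release 107. Of these genes, 46924 are in release 115 of the same genome, and 46841 have the same chromosome, start and end there. Positions in the text are those of the deposited table. The strand setting and the handling of reads that map to several genes are not named in the paper's text, so reads of near-identical genes may be shared or missing.

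Library totals ranged from 11215696 to 19794446 counts, with a median of 14946351.5. At that depth, a level of 3 counts was taken as the floor. Where all libraries of a group were at or under 3 counts, a fold was computed against the floor and is given as a lower bound. No 2 replicates of a condition were copies of each other, since the chi-square per degree of freedom of their counts lay between 8.62 and 169.

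Genes with at least 10 counts in at least 3 libraries were tested, 15256 of the 27227 with at least 1 count. In R 4.3.3, counts were scaled with the TMM method of edgeR 4.0.16, with factors between 0.896 and 1.10, and fitted with the quasi-likelihood model of edgeR (with limma 3.58.1) with a mean for each of the 8 conditions, so that all comparisons share the estimates of spread from all 24 libraries. Tests were quasi-likelihood F-tests with Benjamini-Hochberg adjustment over the genes tested, and an adjusted P-value under 0.01 made a gene a DEG, the threshold of the paper's figures. Heat-shocked animals were compared with untreated animals of each genotype, each genotype with N2 of the same treatment, and the heat response of each genotype with that of N2 (interaction). Levels are CPM, counts scaled by the library size with its TMM factor. Standard errors are the size of the log2(fold-change) divided by the square root of its F-statistic.

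Shared DEGs were called in the 4 genotypes with the same direction, and unique DEGs in a single genotype. Sets of genes were tested with one-sided Fisher's exact tests against the genes tested, at an adjusted P-value under 0.05. The sets were the 30 XBP-1 targets of Fig. 5c, of which 29 were found in the table and tested, the 55 tested genes whose names begin with hsp-, dnj- or cct-, and 4 families defined by gene names, cytosolic ribosome proteins (rpl-, rps-), mitochondrial ribosome proteins (mrpl-, mrps-), innate immunity (lys-, clec-, cnc-, irg-, fipr-) and fatty acid metabolism (acs-, acdh-, acox-, ech-, fat-, elo-, lipl-, maoc-). The sets of XBP-1 targets and chaperones were adjusted over the 4 genotypes, and the families over their 40 tests. Principal components were computed on the log2 CPM (prior count of 2) of the 500 genes with the highest variance. Other computations and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

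The genes named in the text were *hsf-1*, the genes named in the paper's text and Fig. 5, and for each heat-shocked against untreated comparison and each untreated genotype against N2 the 3 DEGs with the largest change among those with a mean of at least 1 CPM whose 2 groups of libraries did not overlap. The 5 largest interaction genes of *hsf-1(sy441)* were to be named too, but no gene passed the threshold there. Genes named outside this rule are marked in the text.

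The alternatives to these choices were the Wald test of DESeq2 1.42.0 with its size factors, edgeR with surrogate variables, DESeq2 with the same surrogate variables, the replicate number as an additive block, scaling by the DESeq2 size factors (RLE) in edgeR, by the upper quartile or by library size only, no filter beyond 1 count, a filter of 10 counts in every library, fits of only the libraries compared, an adjusted P-value under 0.05, a log2(fold-change) of at least 1 in either direction, other gene sets and backgrounds, and leaving out each library in turn. The surrogate variables, 3 in number, came from svaseq of sva 3.50.0, with the number from its num.sv function. A block for the replicate number within each genotype was added after the data had been seen. Neither the labels nor the paper's text states that same-numbered libraries were grown or processed together. They were therefore treated as pairs in the models only in the blocks, and outside the models in the splits, the draws and the tests of sperm genes.

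Both tools were tested on simulated data in which 200 of 15256 genes changed. Without a hidden factor, edgeR recovered 177 of them with 2 other calls and DESeq2 188 with 19 other calls. With a hidden factor that followed the replicate number, edgeR recovered 80, DESeq2 122, edgeR with the replicate block 170, edgeR with surrogate variables 170 and DESeq2 with surrogate variables 187 with 17 other calls. Only genes well above the floor were changed, each by more than *hsp-4* or *xbp-1* rose in the edgeR fit of all 24 libraries. The rates therefore do not tell how well smaller changes, or changes of genes at low counts, are found.

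To see how often other groupings of the libraries gave as many DEGs, the 10 splits of the 6 libraries of each comparison and 100 seeded draws that exchanged untreated and heat-shocked libraries within same-numbered pairs were fitted. Gene ontology terms were not used here, since the sets above were fixed by gene names. The reads, the reporter and survival experiments and the published datasets that the paper reanalysed were not analysed here.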

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

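Of the tests in this part, those of all mitochondrial transcripts, of library depth, of animals at a younger stage and of deviations from the genotype mean were chosen only after the result was seen.

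The 2 rRNA genes of the mitochondrial genome, which the paper's text does not discuss, rose with heat-shock in each genotype. WBGene00014454 (mitochondrial genome, 898 to 1593) had a log2(fold-change) of 5.53 in N2, 5.28 in *hsf-1FL*, 5.75 in *hsf-1CTD* and 5.27 in *hsf-1(sy441)*, with adjusted P-values from edgeR of 3.78e-09, 7.58e-09, 2.75e-09 and 1.73e-08. WBGene00014472 (mitochondrial genome, 10403 to 11354) had 3.51, 3.83, 4.31 and 3.33 in the same order, with adjusted P-values of 5.02e-05, 1.62e-05, 4.13e-06 and 7.87e-05. For both genes, 3 of 3 heat-shocked libraries of each genotype lay above every untreated library of that genotype. Over the 4 genotypes and all settings of the fit, leave-one-out included, WBGene00014454 ranged from 4.73 to 5.89 and passed the threshold in 143 of 144 values (adjusted P-values from 9.21e-123 to 0.0189), and WBGene00014472 ranged from 2.98 to 4.48 and passed it in 142 of 144 (1.37e-28 to 0.0589). Neither scaling nor filtering therefore explains the rise. Together the 2 genes went from 72.6 ± 37.6 to 2005 ± 229 CPM (without TMM factors) in N2, from 68.2 ± 7.44 to 2005 ± 103 in *hsf-1FL*, from 48.6 ± 9.80 to 2071 ± 454 in *hsf-1CTD* and from 123 ± 35.6 to 2754 ± 1074 in *hsf-1(sy441)* (SD, n = 3 each).

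A less selective capture of poly(A) transcripts in the heat-shocked libraries is a candidate explanation for this rise, and it would raise other RNAs without a poly(A) tail too. The median log2 ratio of heat-shocked to untreated libraries over cytosolic rRNA, snRNA, snoRNA and tRNA in the 4 genotypes was 1.38, above the value of 1 set for the test. Of these classes, 3 rose in each genotype, snRNA and tRNA from less than 1 CPM and snoRNA from 13.8 ± 1.70, 11.9 ± 1.87, 12.7 ± 0.693 and 18.3 ± 1.43 CPM (SD, n = 3 each), with log2 ratios for snoRNA of 0.88, 0.92, 0.99 and 1.23 in N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*. Cytosolic rRNA had a log2 ratio of 0.10 in N2 and fell by 2.57, 2.82 and 2.08 in the other genotypes. The untreated replicates of these genotypes differed widely in the share of counts on rRNA genes. In untreated *hsf-1FL*, replicates 1 and 3 held 7.53% and 8.08%, against 0.889% in replicate 2. In untreated *hsf-1CTD*, replicates 1 and 2 held 10.6% and 8.61%, against 0.874% in replicate 3. In untreated *hsf-1(sy441)*, replicate 1 alone was high, at 10.6%, against 0.979% in replicate 2. With such a spread within a condition, the fall is weak evidence against a difference in capture. The test did not compare sizes. The mitochondrial rRNAs together rose by 4.79, 4.88, 5.41 and 4.48 on the log2 scale in the 4 genotypes, more than any of these classes did in any genotype (at most 2.75, tRNA in *hsf-1CTD*), so a difference in capture that acts alike on all of these RNAs may account for a part of the rise but not for its size. A rise of all mitochondrial transcripts was tested on the 12 protein-coding genes of the mitochondrial genome, whose median log2(fold-change) was at most -0.49 in any genotype, which goes against it, and the median was below 0 in each genotype under RLE, upper-quartile and library-size scaling as well. Over all genotypes, heat-shocked libraries had a median total 0.908 times that of untreated ones. Library depth is therefore not an explanation in *hsf-1FL*, *hsf-1CTD* or *hsf-1(sy441)*, each of which had a lower median total after heat-shock. In N2 the median was higher after heat-shock, at 17755423 against 14619312 counts, so this reason does not cover N2. The biological explanation the design offers is a response of mitochondrial rRNA to heat-shock, and no test here was made for it or for a difference in capture that acts on mitochondrial rRNA alone.

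Of the 29 shared upregulated DEGs, 10 are not protein-coding, although 14554 of the 15256 genes tested are. The paper's text does not discuss these genes, which include the 2 mitochondrial rRNAs, 4 of the 98 tested ncRNAs, 3 of the 517 tested pseudogenes and 1 of the 53 tested lincRNAs. A difference in capture that raised all RNAs without a poly(A) tail alike, by the median of 1.38, would not give the rise of *rpr-1*. That rise was at least 113-fold in each genotype. The median is over sums of whole classes, however, so it sets no limit on a single RNA, and the test was not made for these genes. Which of the 10 genes have transcripts without a poly(A) tail was not sorted out here. Reads shared with other genes may add to the rise of the pseudogenes, and this was not tested. A response to heat-shock was not separated from such causes.

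Sperm genes, which the paper's text does not discuss, were higher in untreated *hsf-1FL* and *hsf-1(sy441)* animals than in untreated N2. The mean log2 CPM over the 50 tested genes whose names begin with msp-, nspd-, ssp- or spch- was -2.01 ± 0.53 in untreated N2, 1.51 ± 1.46 in *hsf-1FL*, -1.60 ± 0.35 in *hsf-1CTD* and 2.22 ± 2.41 in *hsf-1(sy441)* (SD, n = 3 each), a difference from N2 of 3.53 in *hsf-1FL* and 4.23 in *hsf-1(sy441)*. In both of these genotypes all 3 untreated libraries lay above all 3 untreated N2 libraries. A full separation of 3 from 3 libraries, in either direction, arises by chance in 10% of such comparisons. The fitted log2(fold-change) against untreated N2 was positive for 49 of the 50 genes in *hsf-1FL* and 50 of 50 in *hsf-1(sy441)* with TMM, RLE, upper-quartile and library-size scaling. Libraries of one condition also differed, from 0.17 to 3.06 in untreated *hsf-1FL* and from -0.38 to 4.37 in untreated *hsf-1(sy441)*.

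Tests of this spread used the 12 pairs of an untreated and a heat-shocked library with the same genotype and number, with permutation tests of 100000 resamples adjusted over 3 tests. Males among the animals are a candidate explanation, but male marker genes followed the sperm genes with a Spearman's rho of 0.531 (permutation p = 0.0803, adjusted 0.241), and 2 of the 8 marker genes had enough counts to be tested, so the pattern cannot be told apart from this explanation. The Pearson correlation was 0.510 (permutation p = 0.118), and 0.120 without the 2 pairs farthest from the median. Molting genes, as a sign of animals at a younger stage, had a rho of 0.189 (permutation p = 0.561), and library totals, for depth, one of -0.392 (permutation p = 0.208), so neither was shown to follow the sperm genes. These values pool genotypes whose sperm genes differ in their mean. Taken as deviations from the genotype mean, with all 1296 permutations within genotypes, rho was 0.804 for the male marker genes (exact p = 0.00463, adjusted 0.0139), -0.119 for the molting genes (exact p = 0.756) and 0.14 for the library totals (exact p = 0.697). The rho of 0.804 rests on the average of both libraries of a pair. It also rests on the summed counts of all 8 marker genes, which were low, from 13 to 116 in a library. The male marker genes followed the sperm genes in N2 (Pearson correlation 1.0 over 3 pairs), *hsf-1FL* (0.983) and *hsf-1(sy441)* (1.0) but less in *hsf-1CTD* (0.17). Among the heat-shocked *hsf-1(sy441)* libraries they went the other way, at 2.58, 2.39 and 2.30 on the log2 scale where the sperm genes were at -0.77, 1.23 and 4.80, so males were neither shown nor excluded. The molting genes went with the sperm genes in N2 (Pearson correlation 0.927 over 3 pairs) and against them in *hsf-1(sy441)* (-0.919), so a difference in stage within a genotype was not excluded. The biological explanation the design offers, an effect of the genotype on sperm genes, would not by itself give the spread within a condition, and it was not separated from a different mix of animals.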

How the results depend on the processing

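The alternatives below, apart from the replicate block within each genotype, were chosen before the data were examined, and so were the comparisons, the model and the threshold. None of the tests in this part was chosen only after the result was seen, apart from that block and the values of the 2 mitochondrial rRNA genes.

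Over the alternatives other than leaving out single libraries, the values that answer a comparison moved in 135 cases, became stronger in 20 and weaker in 18, and kept their direction and their side of the threshold, or stayed within the limits set for values without a test, in 348. *hsp-4* and *xbp-1* rose with heat-shock in each genotype under each of these alternatives, *hsp-4* by 1.00 to 1.41 on the log2 scale in N2, 1.37 to 1.87 in *hsf-1FL*, 1.22 to 1.77 in *hsf-1CTD* and 1.34 to 1.51 in *hsf-1(sy441)*, and *xbp-1* by 0.63 to 0.72, 0.51 to 0.62, 0.39 to 0.54 and 0.79 to 0.95. Their adjusted P-values ranged over the threshold, from 0.00693 to 0.340, 7.49e-05 to 0.0253, 3.20e-04 to 0.0282 and 3.30e-04 to 0.0715 for *hsp-4*, and from 1.57e-06 to 0.233, 7.47e-05 to 0.0895, 9.24e-04 to 0.261 and 3.66e-12 to 0.0886 for *xbp-1*. Under RLE normalization no value that answers a comparison moved past the limits set or changed its side of the threshold, and under the minimum log2(fold-change) of 1 this held for the counts of DEGs and the tests of gene sets, while single genes have no value of their own there. RLE gave 101, 129, 153 and 277 DEGs with 32 and 7 shared, and the minimum gave 95, 114, 132 and 206 with 28 and 7 shared. *xbp-1* in *hsf-1(sy441)*, a DEG at a log2(fold-change) of 0.88, lies under that minimum and would not be called with it. The single genes named in the text became stronger in 23 cases and weaker in 30, stayed on their side in 677 and reversed in 8, all of them *T14G8.3*. Genes listed below in parentheses after a count were named after their values were seen where they appear nowhere else in the text. Where a change is given below without a cause, the cause was not tested, and a part of it is taken up under the variation of sperm genes in the last part.

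DESeq2 gave 366 DEGs in N2, 493 in *hsf-1FL*, 571 in *hsf-1CTD* and 747 in *hsf-1(sy441)*, with 95 upregulated and 59 downregulated DEGs shared and 38, 77, 108 and 383 unique. Against N2 it called 86, 13 and 1126 genes untreated and 15, 14 and 1025 heat-shocked in *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*, and in the interaction test 2 (*R07C3.13* and *col-88*), 2 (the same 2 genes) and 6. *hsp-4* passed the threshold in each genotype (log2(fold-change) of 1.41, 1.84, 1.70 and 1.51, adjusted P-values 0.00693, 7.49e-05, 3.20e-04 and 0.00176), *xbp-1* in N2 (0.67, 3.84e-04) and *hsf-1FL* (0.56, 0.0045), and *hsf-1* in untreated *hsf-1(sy441)* (-0.83, 0.0037, over the alternatives 0.0037 to 0.238). Of the 40 family tests, 6 passed, and *T14G8.3* was at 2.12e-06 in N2 (adjusted P-value 1.0).

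With surrogate variables in edgeR, the DEGs numbered 624, 637, 915 and 1482, with 126 and 183 shared and 64, 59, 201 and 823 unique. Against N2, 9 and 10 genes were called in untreated *hsf-1FL* and *hsf-1CTD*, 14, 10 and 287 in the heat-shocked genotypes, and 1 gene (WBGene00012618) in the interaction test of *hsf-1(sy441)*. *hsp-4* passed in *hsf-1(sy441)* (1.35, adjusted P-value 0.00785) and *xbp-1* in N2 (0.69, 0.00154) and *hsf-1FL* (0.59, 0.00502), 6 family tests passed, and *T14G8.3* was at -0.111 in *hsf-1FL* and -0.0711 in *hsf-1CTD*.

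Surrogate variables in DESeq2 gave 1079, 1106, 1523 and 2111 DEGs, with 230 and 270 shared and 102, 109, 298 and 968 unique. It kept the 102, 125, 147 and 263 DEGs of edgeR, all of them. Against N2 it called 64, 32 and 268 genes untreated and 111, 73 and 630 heat-shocked, and in the interaction test 1 in *hsf-1FL* (WBGene00011557), 21 in *hsf-1(sy441)* and 0 in *hsf-1CTD* (442 at an unadjusted p under 0.05). *hsp-4* passed in *hsf-1FL* (1.40, adjusted P-value 6.90e-04), *hsf-1CTD* (1.27, 0.00193) and *hsf-1(sy441)* (1.34, 3.30e-04), and *xbp-1* in N2 (0.72, 1.57e-06), *hsf-1FL* (0.62, 7.47e-05) and *hsf-1CTD* (0.53, 9.24e-04). The XBP-1 targets were no longer overrepresented in *hsf-1(sy441)* (adjusted P-value 0.0959, over the alternatives 1.11e-06 to 1.0), 9 family tests passed, and *T14G8.3* was at -0.0833 in *hsf-1FL*, -0.0325 in *hsf-1CTD* and -5.38e-04 in *hsf-1(sy441)*.

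The replicate block gave 236 DEGs in *hsf-1FL*, 224 in *hsf-1CTD* and 397 in *hsf-1(sy441)*, 46 and 16 shared, and 6 and 43 unique in N2 and *hsf-1FL*. It called 1 gene (*F42A9.6*) in untreated *hsf-1CTD* and 151 in untreated *hsf-1(sy441)*, 6 and 211 in heat-shocked *hsf-1FL* and *hsf-1(sy441)*, 1 (WBGene00012618) in the interaction test of *hsf-1(sy441)*, *hsp-4* in *hsf-1FL* (1.77, adjusted P-value 0.00824) and 3 family tests. The block within each genotype, added after the data had been seen, gave 318, 533, 592 and 929 DEGs, 74 and 95 shared, 17, 89, 114 and 509 unique, 1 gene (WBGene00012618) in the interaction test of *hsf-1(sy441)*, *hsp-4* in *hsf-1FL* (1.71, adjusted P-value 0.00740) and 8 family tests.

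Upper-quartile normalization left 6 unique DEGs in N2 and 5 DEGs in untreated *hsf-1FL* (*C55C3.3*, *C55C3.7*, *srlf-3*, *ZC317.7* and WBGene00021664), and *T14G8.3* at -0.0216 in *hsf-1(sy441)*. Scaling by library size only left 5, 11 and 63 unique DEGs in N2, *hsf-1FL* and *hsf-1CTD* and 1 family test, and moved the split of the *hsf-1CTD* DEGs from 93 upregulated and 54 downregulated to 148 and 44. It also moved the median log2(fold-change) of all genes in *hsf-1CTD* by 0.12, in the direction of that split.

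Without a filter on low counts, N2 had 157 DEGs and *hsf-1FL* 197, 44 and 24 were shared, 6 and 186 genes were called in untreated *hsf-1FL* and *hsf-1(sy441)*, 2 (WBGene00012618 and *hsp-70*) in the interaction test of *hsf-1(sy441)*, *hsp-4* in *hsf-1FL* (1.83, adjusted P-value 0.00225) and *hsf-1CTD* (1.66, 0.00548), and 3 family tests. The filter of 10 counts in every library gave 38, 79 and 92 DEGs in N2, *hsf-1FL* and *hsf-1CTD*, 10 and 5 shared, 4 unique in N2 and 4 in heat-shocked *hsf-1CTD* against N2 (*F42A9.6*, *hst-1*, *ints-6* and WBGene00003067), and *T14G8.3* at -0.0314 in *hsf-1(sy441)*. There the XBP-1 targets had adjusted P-values of 1.0, 1.0 and 1.0 in N2, *hsf-1FL* and *hsf-1CTD*, and the chaperones 1.0, 0.765, 1.0 and 1.0 in the 4 genotypes. A cause is shown by the genes tested, since *hsp-16.2*, *hsp-16.41* and *hsp-70* had untreated libraries under 10 counts and gave no value under this filter, as did *C07G1.7*, *C25F9.2*, *C38D9.2*, *C55C3.3*, *C55C3.7*, *Y41C4A.11*, *Y53F4B.24*, *ZK177.9*, *cnc-11*, *rpr-1*, *srlf-3*, WBGene00012618 and WBGene00022693.

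When only the libraries compared entered the fit, N2 had 10 DEGs, *hsf-1CTD* 225 and *hsf-1(sy441)* 0 (1880 at an unadjusted p under 0.05), so 0 and 0 were shared and 3, 149 and 0 were unique in N2, *hsf-1CTD* and *hsf-1(sy441)*. Untreated *hsf-1FL* and *hsf-1CTD* had 0 and 0 DEGs against N2 (1502 and 306 unadjusted), the heat-shocked ones 0 and 0 (953 and 309), and *hsf-1(sy441)* 2 untreated (*C38D9.2* and *F15D4.5*) and 2 heat-shocked (*C38D9.2* and *C38D9.13*). *xbp-1* in *hsf-1(sy441)* was at 0.84 without a call (adjusted P-value 0.0886), the XBP-1 targets and the chaperones there both had an adjusted P-value of 1.0, since no DEGs were left to test, and 1 family test passed. The spread of each gene was estimated from 6 libraries in these fits, in place of 24.

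At an adjusted P-value under 0.05, the DEGs numbered 302, 489, 512 and 809, with 88 and 58 shared and 27, 90, 91 and 448 unique. Untreated *hsf-1FL* and *hsf-1(sy441)* had 13 and 1269 DEGs against N2, heat-shocked animals 8, 4 (*F42A9.6*, *hst-1*, *cls-3* and WBGene00003067) and 906, the interaction test of *hsf-1(sy441)* called 2 (WBGene00012618 and *hsp-70*), and 5 family tests passed. Among choices for a single result, the XBP-1 targets without the 3 cytosolic heat-shock genes had adjusted P-values of 0.312 in N2 and 1.0 in *hsf-1FL* and *hsf-1CTD*, which shows that their overrepresentation there rested on these genes, and the dnj- and cct- genes alone had 1.0 in each genotype. All genes tested gave a share between treatments of 31.7% in the principal components.

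Leaving out each library in turn moved 100 of the values that answer a comparison, made 3 stronger and 2 weaker, reversed 4 and left 341 on their side. The DEGs ranged from 32 to 132 in N2, 37 to 105 in *hsf-1FL*, 53 to 119 in *hsf-1CTD* and 99 to 601 in *hsf-1(sy441)* across the 6 fits of each genotype. Across the 24 fits, shared DEGs ranged from 16 to 41 upregulated and 2 to 33 downregulated, unique DEGs from 0 to 14 in N2, 2 to 33 in *hsf-1FL*, 6 to 44 in *hsf-1CTD* and 47 to 392 in *hsf-1(sy441)*, family tests passed from 0 to 2, and the share between treatments from 19.9% to 31.5%. Against N2, untreated animals had 0 to 4, 0 to 1 and 30 to 421 DEGs and heat-shocked ones 0 to 3, 0 to 1 and 55 to 173. Where these were 0, from 840 to 976 and from 124 to 274 genes had an unadjusted p under 0.05 in untreated *hsf-1FL* and *hsf-1CTD*, and 829 and from 362 to 1279 in the heat-shocked ones. The interaction test called 0 to 1 genes in *hsf-1(sy441)*, with 384 to 1582 unadjusted where it called 0, and 0 in *hsf-1FL* (50 to 184) and *hsf-1CTD* (65 to 276).

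For single genes, leaving out a library gave *hsp-4* from 1.57 to 2.14 in *hsf-1FL* (adjusted P-values 0.00532 to 0.0822) and from 1.37 to 1.98 in *hsf-1CTD* (0.00684 to 0.112), *xbp-1* from 0.78 to 0.93 in *hsf-1(sy441)* (0.00203 to 0.0109) and *hsf-1* from -1.17 to -0.65 in untreated *hsf-1(sy441)* (0.00357 to 0.121). The difference in the heat response of *hsp-4* between *hsf-1(sy441)* and N2 ranged from -0.16 to 0.74 and reversed in 4 of 12 fits. Chaperones in *hsf-1(sy441)* had adjusted P-values from 0.00249 to 0.0916. *T14G8.3* ranged from -0.155 to 0.0791 in N2, -0.18 to 0.28 in *hsf-1FL*, -0.25 to 0.31 in *hsf-1CTD* and -0.19 to 0.27 in *hsf-1(sy441)*, and *Y41C4A.11* from -0.24 to 0.31 in *hsf-1FL* and -0.571 to 0.00827 in *hsf-1(sy441)*. Of the other values of named genes, 51 became weaker, 1 stronger and 369 stayed.

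Every alternative was run. Genes named in an untreated comparison have no value with the block within each genotype, which leaves no test between genotypes. Depth limits the folds of genes whose untreated libraries were at or under 3 counts, which are lower bounds, and the male marker genes, of which 2 of 8 were tested.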

Differences from the paper's values

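In N2, 102 DEGs were called between heat-shocked and untreated animals, against the paper's about 1700 in Fig. 5d, read by eye. *hsf-1FL* had 125 against the paper's about 1800 in Fig. 5d, read by eye, and *hsf-1CTD* 147 against the paper's about 2600 in Fig. 5d, read by eye. None of the alternatives set before the data were examined closed the gap in these 3 genotypes, and the nearest was DESeq2 with surrogate variables with 1079, 1106 and 1523. *hsf-1(sy441)* had 263 DEGs against the paper's about 2900 in Fig. 5d, read by eye. With 2111, DESeq2 with surrogate variables came within 1.5 times of the paper's number, and none of the other alternatives set before the data were examined did.

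The DEGs shared by the 4 genotypes were 29 upregulated, against the paper's 392, and 8 downregulated, against the paper's 372. For the upregulated DEGs, none of the alternatives set before the data were examined closed the gap, and DESeq2 with surrogate variables came nearest with 230. For the downregulated DEGs, DESeq2 with surrogate variables gave 270, within 1.5 times of the paper's value, while none of the other alternatives set before the data were examined closed the gap.

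The XBP-1 targets among the DEGs had an adjusted P-value of 7.87e-05 in N2, against the paper's 0.012, and of 0.00224 in *hsf-1FL*, against the paper's 0.026. In *hsf-1CTD* it was 0.00267 against the paper's 0.069, and in *hsf-1(sy441)* 3.38e-05 against the paper's 0.216. Of the alternatives set before the data were examined, edgeR with surrogate variables closed the gap in *hsf-1FL* with 0.0312. None did in N2, *hsf-1CTD* or *hsf-1(sy441)*, where the values ranged from 2.94e-06 to 1.0, 1.09e-05 to 1.0 and 1.11e-06 to 1.0. The paper's P-values rank *hsf-1(sy441)* last among the 4 genotypes, whereas it had the lowest value here. It ranked last with DESeq2 and surrogate variables, at 0.0959 against at most 0.00818 in the other genotypes, and in the fit of only the libraries compared, where it had 1.0 because no DEGs were left to test. With edgeR and surrogate variables it shared the highest value, 0.0312, with *hsf-1FL* and *hsf-1CTD*, against 0.00388 in N2.

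In Fig. 5a the paper marks *hsp-4* and *xbp-1* as changed in all 4 genotypes and *crt-1* in *hsf-1FL* and *hsf-1(sy441)*. At an adjusted P-value under 0.01 over all genes tested, *xbp-1* in *hsf-1(sy441)* was the only one of these called here (0.0013). *hsp-4* had adjusted P-values of 0.073, 0.014, 0.023 and 0.027 in N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*. DESeq2 called it in all 4, DESeq2 with surrogate variables in *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*, edgeR with surrogate variables in *hsf-1(sy441)*, the fit without a filter in *hsf-1FL* and *hsf-1CTD*, the replicate block in *hsf-1FL*, some fits without a single library in *hsf-1FL* and *hsf-1CTD*, and the threshold of 0.05 in all but N2. *xbp-1* had 0.021 in N2, 0.046 in *hsf-1FL* and 0.116 in *hsf-1CTD*. All 4 were called by DESeq2 with surrogate variables, and DESeq2, edgeR with surrogate variables and the threshold of 0.05 called N2 and *hsf-1FL*. *crt-1* had 0.179 in *hsf-1FL* and 0.102 in *hsf-1(sy441)*. DESeq2 with surrogate variables called it in *hsf-1(sy441)* (0.00140), and no setting called it in *hsf-1FL*, where the lowest adjusted P-value was 0.0241. The block within each genotype, chosen after seeing the values, called *hsp-4* in *hsf-1FL*. Adjustment over the genes of Fig. 5a alone, chosen for these comparisons after seeing the values, called *hsp-4* in all 4 genotypes and *xbp-1* in N2 and *hsf-1FL*.

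Among the XBP-1 targets of Fig. 5c, the paper marks *F41B4.3*, *hsp-4* and *dsc-4* in all 4 genotypes. Here *F41B4.3* was not called in *hsf-1FL* (0.0247) or *hsf-1CTD* (0.0261), which DESeq2, DESeq2 with surrogate variables, the threshold of 0.05 and adjustment over the targets alone (chosen after seeing the values) called, edgeR with surrogate variables in *hsf-1FL* only, and 1 fit without a heat-shocked *hsf-1CTD* library in *hsf-1CTD*. *dsc-4* was not called in N2 (0.0956), *hsf-1FL* (0.223) or *hsf-1CTD* (0.103). In these 3 it was called by DESeq2 with surrogate variables, and in N2 and *hsf-1CTD* by edgeR with surrogate variables. The block within each genotype, chosen after seeing the values, called *dsc-4* in these 3 genotypes and *F41B4.3* in *hsf-1FL*. The paper marks *arl-7* in N2 and *hsf-1(sy441)*, where it had 0.0205 and 0.134 here. DESeq2, with and without surrogate variables, the threshold of 0.05, and adjustment over the targets alone, which was chosen after seeing the values, called it in N2, and no setting in *hsf-1(sy441)*. It marks *ckb-2* in *hsf-1FL* and *hsf-1CTD*, where it had 0.0862 and 0.105 and no fit at the threshold of 0.01 called it, and *C14B9.2* in *hsf-1FL*, where it had 0.562 and no fit called it either. *srp-7*, which the paper marks in *hsf-1CTD*, had 0.0895 there and was called by DESeq2 with and without surrogate variables. *lec-8*, which it marks in N2 and *hsf-1CTD*, had 0.314 and 0.381 and was called in both by edgeR and by DESeq2 with surrogate variables.

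The paper states that genes of chaperone function and protein folding were lost from the terms of upregulated genes in *hsf-1(sy441)*. Here 3 genes named hsp- were among its 185 upregulated DEGs (adjusted P-value 0.0290), as in N2, and the adjusted P-value was above the threshold with 1 *hsf-1(sy441)* library left out (0.0916). It was 1.0 in *hsf-1(sy441)* with the dnj- and cct- genes alone and with the filter of 10 counts in every library, where no other genotype passed either, and with only the libraries compared, where *hsf-1(sy441)* had no DEGs to test, so these 3 do not bear on a loss in *hsf-1(sy441)*. DESeq2 with surrogate variables called *hsp-90*, *hsp-110* and *dnj-13* in N2, *hsf-1FL* and *hsf-1CTD* but not in *hsf-1(sy441)*. It called *dnj-22* and *dnj-28* in *hsf-1(sy441)* alone, and these genes were named after their values were seen. The set stayed overrepresented there (one-sided Fisher's exact test, adjusted P-value 5.43e-06 in N2 and 0.00232 in *hsf-1(sy441)*). A loss of single chaperones was thus neither shown nor excluded. The paper describes replicates as closely clustered, while those of heat-shocked *hsf-1(sy441)* had a median Spearman's rho of 0.902, under the 0.942 of libraries with different treatments. It lists metabolic processes among the shared downregulated genes, of which the fatty acid metabolism family tested here is only a part. Of its 76 genes, 0 were among the 8 shared downregulated DEGs here. A list of 8 DEGs is too short for this 0 to count against the paper's statement. DESeq2 with surrogate variables found 10 among its 270 (one-sided Fisher's exact test, adjusted P-value 1.16e-05).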

Other observations

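Of the tests in this part, those of single comparisons and of the interaction against other splits, that of the families against other draws and that of the sperm score were chosen only after the result was seen.

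Each comparison of 3 with 3 libraries has 4 splits that part all 3 same-numbered pairs, the real one included. For the heat-shocked against untreated comparisons of N2, *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)*, and for *hsf-1FL*, *hsf-1CTD* and *hsf-1(sy441)* against N2 both untreated and heat-shocked, 1 of the 4 splits gave as many DEGs, the real one, and the others gave 0. A share of 1 in 4 is the lowest this design can give, so these counts cannot tell the results from chance. The 6 other splits, which keep 2 pairs together, gave 0 DEGs, apart from 1 DEG in a split of untreated *hsf-1(sy441)* and N2 and 1258 DEGs in a split within *hsf-1(sy441)*. That split set untreated replicate 1 and heat-shocked replicates 1 and 2 against untreated replicates 2 and 3 and heat-shocked replicate 3. It gave more DEGs than heat-shock did (263) and followed the sperm genes, whose mean log2 CPM was -0.38, -0.77 and 1.23 on the first side and 2.68, 4.37 and 4.80 on the other. Heat-shock itself does not follow this split, since both treatments lie on both sides.

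In the interaction test, 32 of the 32 splits that exchange the genotype within same-numbered pairs gave as many genes as the real one in *hsf-1FL*, in *hsf-1CTD* and in *hsf-1(sy441)*, because the real one called 0 (91, 89 and 498 at an unadjusted p under 0.05). The most genes came from exchanging all 3 untreated pairs, 52, 13 and 2018. This exchange adds up the untreated and the heat-shocked difference between genotypes, so it does not show how well the test finds a real interaction.

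For results over all 4 genotypes, 100 draws exchanged untreated and heat-shocked libraries within same-numbered pairs, the real grouping included. As many shared upregulated and as many shared downregulated DEGs came from 1 of the 100 draws each, the real one. As many unique DEGs came from 2 of 100 in each genotype, and so did as low a P-value for the XBP-1 targets in each genotype and for the chaperones in *hsf-1FL*. In N2, *hsf-1CTD* and *hsf-1(sy441)* the chaperones were reached by 1 of 100. The second draw exchanged all 3 pairs of *hsf-1CTD* and left the other genotypes as they were, which changes the direction of its DEGs but not their number. For the family tests, 100 of 100 draws gave as many passing tests, since the real grouping gave 0, so that this count could not come out otherwise.

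Library depth was tested as an explanation for the larger number of DEGs in *hsf-1(sy441)*. With each library thinned to 11215696 counts, 14593 genes were tested, and *hsf-1(sy441)* still had the most DEGs, 235, against 80 in N2, 103 in *hsf-1FL* and 139 in *hsf-1CTD*, which goes against depth. A difference between the genotypes in their response was not shown, since the interaction test of edgeR called 0 genes in *hsf-1(sy441)* (498 at an unadjusted p under 0.05), but it was not excluded. The replicate block and edgeR with surrogate variables each called 1 (WBGene00012618), edgeR without a filter called 2 (WBGene00012618 and *hsp-70*), DESeq2 called 6 and DESeq2 with surrogate variables called 21. Untreated and heat-shocked *hsf-1(sy441)* libraries of the same number had a mean correlation of deviations of 0.618.

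Variation in sperm genes between libraries of the same condition is a candidate explanation for the lower number of DEGs without surrogate variables. With the mean log2 CPM of the 50 sperm genes as a covariate in the edgeR model, the DEGs summed over the 4 genotypes went from 637 to 1379, a ratio of 2.17 that lies above the 1.5 set for the test, with 194 in N2, 298 in *hsf-1FL*, 336 in *hsf-1CTD* and 551 in *hsf-1(sy441)*. This may account for a part of the gain, since edgeR with 3 surrogate variables gave 624, 637, 915 and 1482. What made the sperm genes vary was not settled by the tests of males, younger animals and depth given above, and no biological explanation was tested. In simulated data with a hidden factor, edgeR recovered 80 of 200 changed genes, and 170 with a surrogate variable and 170 with the replicate block, which the hidden factor followed there. DESeq2 without surrogate variables recovered 122. The simulated changes were larger than those of *hsp-4* and *xbp-1*, so these rates do not apply to changes of that size.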
